# Butyrate limits inflammatory macrophage niche in NASH

**DOI:** 10.1038/s41419-023-05853-6

**Published:** 2023-05-18

**Authors:** Ankita Sarkar, Priya Mitra, Abhishake Lahiri, Tanusree Das, Jit Sarkar, Sandip Paul, Partha Chakrabarti

**Keywords:** Non-alcoholic steatohepatitis, Chronic inflammation

## Abstract

Immune cell infiltrations with lobular inflammation in the background of steatosis and deregulated gut-liver axis are the cardinal features of non-alcoholic steatohepatitis (NASH). An array of gut microbiota-derived metabolites including short-chain fatty acids (SCFA) multifariously modulates NASH pathogenesis. However, the molecular basis for the favorable impact of sodium butyrate (NaBu), a gut microbiota-derived SCFA, on the immunometabolic homeostasis in NASH remains elusive. We show that NaBu imparts a robust anti-inflammatory effect in lipopolysaccharide (LPS) stimulated or classically activated M1 polarized macrophages and in the diet-induced murine NASH model. Moreover, it impedes monocyte-derived inflammatory macrophage recruitment in liver parenchyma and induces apoptosis of proinflammatory liver macrophages (LM) in NASH livers. Mechanistically, by histone deactylase (HDAC) inhibition NaBu enhanced acetylation of canonical NF-κB subunit p65 along with its differential recruitment to the proinflammatory gene promoters independent of its nuclear translocation. NaBu-treated macrophages thus exhibit transcriptomic signatures that corroborate with a M2-like prohealing phenotype. NaBu quelled LPS-mediated catabolism and phagocytosis of macrophages, exhibited a differential secretome which consequently resulted in skewing toward prohealing phenotype and induced death of proinflammatory macrophages to abrogate metaflammation in vitro and in vivo. Thus NaBu could be a potential therapeutic as well as preventive agent in mitigating NASH.

## Introduction

Non-alcoholic fatty liver disease (NAFLD) is a continuum of several stages of chronic liver anomalies starting from simple steatosis, progressing toward NASH and ultimately leading toward end-stage fibrotic liver disease, cirrhosis, and hepatocellular carcinoma [1]. Attribution of inflammation leads the progression of simple steatosis toward aggressive and potentially irreversible NASH stage with cardinal features of hepatocellular death, profuse immune cell infiltration, and perisinusoidal fibrosis. Among the gamut of pathogenetic events leading to NASH, maladaptation of gut-liver axis including increased gut permeability and gut microbial dysbiosis has recently emerged as a critical patho-etiological factor [2]. How does altered metabolism in gut microbial ecology interacting with host cell and perturbing hepatic immunometabolic homeostasis and metaflammation is, however, still elusive [3]. Despite the advancement in understanding the mechanistic perspective of disease pathogenesis, due to highly variable disease progression rate and varied clinical manifestations, sketchy knowledge is available for the development of effective treatment strategies [4].

In pathogenesis of NASH, the liver resident tolerogenic Kupffer cells play pivotal role by facilitating homing of monocytes via chemokine signaling and aid in harboring heterogeneous macrophage population [5]. Depending on the microenvironment, macrophages polarize toward different phenotype and exert different functional repertoire like classically activated M1 like, alternatively activated M2 like, regulatory or prohealing type. These functional diversities are highly dynamic because of inherent plasticity of macrophage population [6] and the spatiotemporal predominance of one particular macrophage phenotypic depends on the stage of NAFLD progression [7].

SCFAs are known to alleviate the MCD diet-induced NASH pathogenesis by AMPK activation mediated induction of fatty acid oxidation gene cascade [8]. NaBu is a bona fide gut microbiota-derived SCFA majorly metabolized by colonocytes as principal energy source and has shown anti-inflammatory effect on human monocyte and on LPS-activated endothelial cells involving GPR41/43 activation by inhibiting HDAC [9–11]. By reciprocally targeting HDAC2 in osteoclasts and HDAC8 in T cells, NaBu has been shown to ameliorate rheumatoid inflammation. It also resulted in enhanced iTreg generation by augmenting histone acetylation and activity of CPT1A [12, 13]. NaBu protected high-fat diet-induced NASH by upregulating hepatic GLP-1R expression and attenuation of inflammation by improving gut barrier function along with reduction in circulating endotoxin levels [14, 15]. Moreover, by targeting noncanonical TGF-β pathway in human HSC, NaBu showed antifibrotic property and promotes antimicrobial host defense program of macrophage to maintain the intestinal homeostasis [16, 17]. Oral supplementation of NaBu also protects mice from western-style diet-induced NASH pathogenesis [18]. However, direct effects of NaBu in LM and its impact on the NASH-mediated metaflammation is not known. Here we seek to decipher the molecular basis of anti-inflammatory response of NaBu on NASH pathogenesis and examine its potential therapeutic benefits.

## Results

### NaBu suppresses macrophage driven inflammation in NASH

To assess the immunomodulatory effect of NaBu in context of liver pathophysiology isolated murine LM were treated with NaBu and followed by LPS stimulation. NaBu markedly suppressed LPS-induced proinflammatory gene expression (TNF-α, IL-6) as well as secretion of these cytokines (Fig. 1A, C). TNF-α protein expression was also diminished under the same experimental condition (Fig. 1B). As inflammasome activation represents an important axis in maintaining immune homeostasis, dual stimulation was given to the LM with LPS in tandem with ATP to induce inflammasome and the secreted cleaved IL-1β levels was determined in culture supernatant via immunoblotting. Similar to inflammatory gene expressions, NaBu also reduced the inflammasome activation (Fig. 1D). For further exploration of anti-inflammatory property of NaBu in vivo, we developed MCD diet-fed mouse NASH model gavaged with NaBu (Fig. 1E). In agreement with in vitro findings, NaBu significantly reduced hepatic TNF-α protein expression (Fig. 1F) and proinflammatory gene expressions (Fig. 1G) along with concomitant reduction in steatosis and infiltrations of inflammatory cells in the liver parenchyma (Fig. 1E). To assess whether NaBu differentially modulates hepatic recruited macrophage population that predominantly drive the inflammatory insult in NASH, gated CD45+ cells were flow cytometrically analyzed by F4/80 and CD11b antibodies, the standard readouts for LM [19, 20]. While LMs from MCD diet group showed two distinct populations, F4/80^high^CD11b^low^ and F4/80^low^CD11b^high^, representing resident and recruited LMs, respectively, a significantly reduced recruited macrophage homing occurred in NaBu gavaged group (Fig. 1H).

**Fig. 1:**
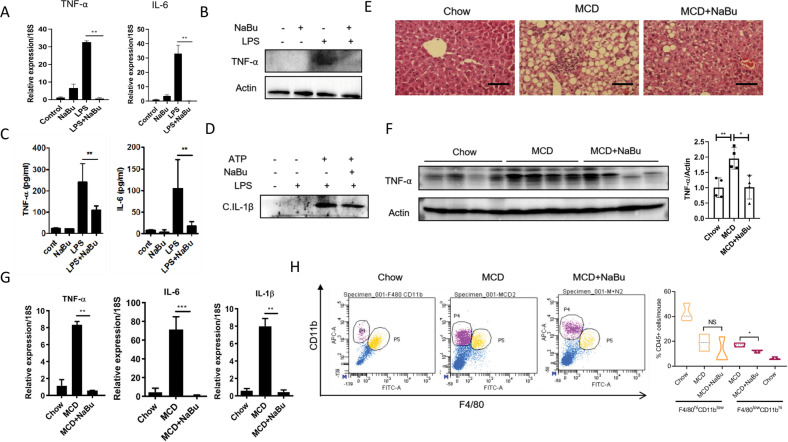
NaBu attenuates LM activation in NASH. **A**–**C** Isolated murine LMs were pretreated with NaBu (3 mM) for 30 min followed by LPS (1 μg/ml) stimulation for 4 h. Gene expressions were determined by qPCR and normalized to 18S (**A**); Expression of TNF-α was assessed by immunoblotting (**B**); Culture supernatants were analyzed for the presence of TNF-α and IL-6 by ELISA (**C**). **D** Inflammasome activation was induced in isolated LMs with dual stimulation of LPS (1 μg/ml) for 4 h followed by ATP (5 mM) for 30 min and supernatants were analyzed for the presence of cleaved IL-1β by immunoblotting. **E**–**G** Mice were fed with MCD diet for 2 weeks with simultaneous oral gavage of NaBu (100 mg/kg body weight) [*n* = 6 for each group]. Staining of liver sections with hematoxylin and eosin (scale bars: 200 μm) of chow fed control (left), MCD fed (middle), and MCD+NaBu group (right) of mice (**E**). TNF-α expression in liver lysates of treatment groups analyzed by immunoblotting (left) and relative band intensities of TNF-α (right) (**F**). qPCR for gene expression (**G**). **H** Flow cytometric analysis of isolated non-parenchymal fraction from mice liver gated for CD45+ cells. Two distinct populations identified as F4/80^high^ CD11b^low^ (P5) and F4/80^low^ CD11b^high^ (P4) as resident and recruited population of macrophages, respectively. Values were presented as mean ± SD, *P < 0.05; **P < 0.01; NS, not significant.

We further appraised whether the anti-inflammatory effects of NaBu is exclusive for LMs or a generic phenomenon relevant to other types of macrophages. Similar to LM, NaBu elicited a robust anti-inflammatory effect on the LPS-challenged BMDM by suppressing TNF-α and IL-6 expression and secretion (Fig. 2A–C). Consistently, NaBu dose-dependently suppressed cytokine expression and secretion RAW264.7 cells (Supplementary Figure 1A–C). Next, we examined the impact of NaBu on the classically or alternatively activated macrophage. NaBu potently suppressed the proinflammatory cytokine expression and secretion from the classically activated M1 BMDM and RAW264.7 cells (Fig. 2D, E). Interestingly, NaBu did not alter the expression of IL-1β in M1 skewed macrophages (Fig. 2D). Conversely, NaBu did not show any significant change in the IL-4 and IL-13 stimulated alternatively activated M2 signature genes, viz. Arg1, Fizz1 and Yim1and Arg1 protein expressions (Fig. 2F, G). Taken together, NaBu imparts profound anti-inflammatory effects in LPS or classically activated macrophage in vitro and in NASH.

**Fig. 2:**
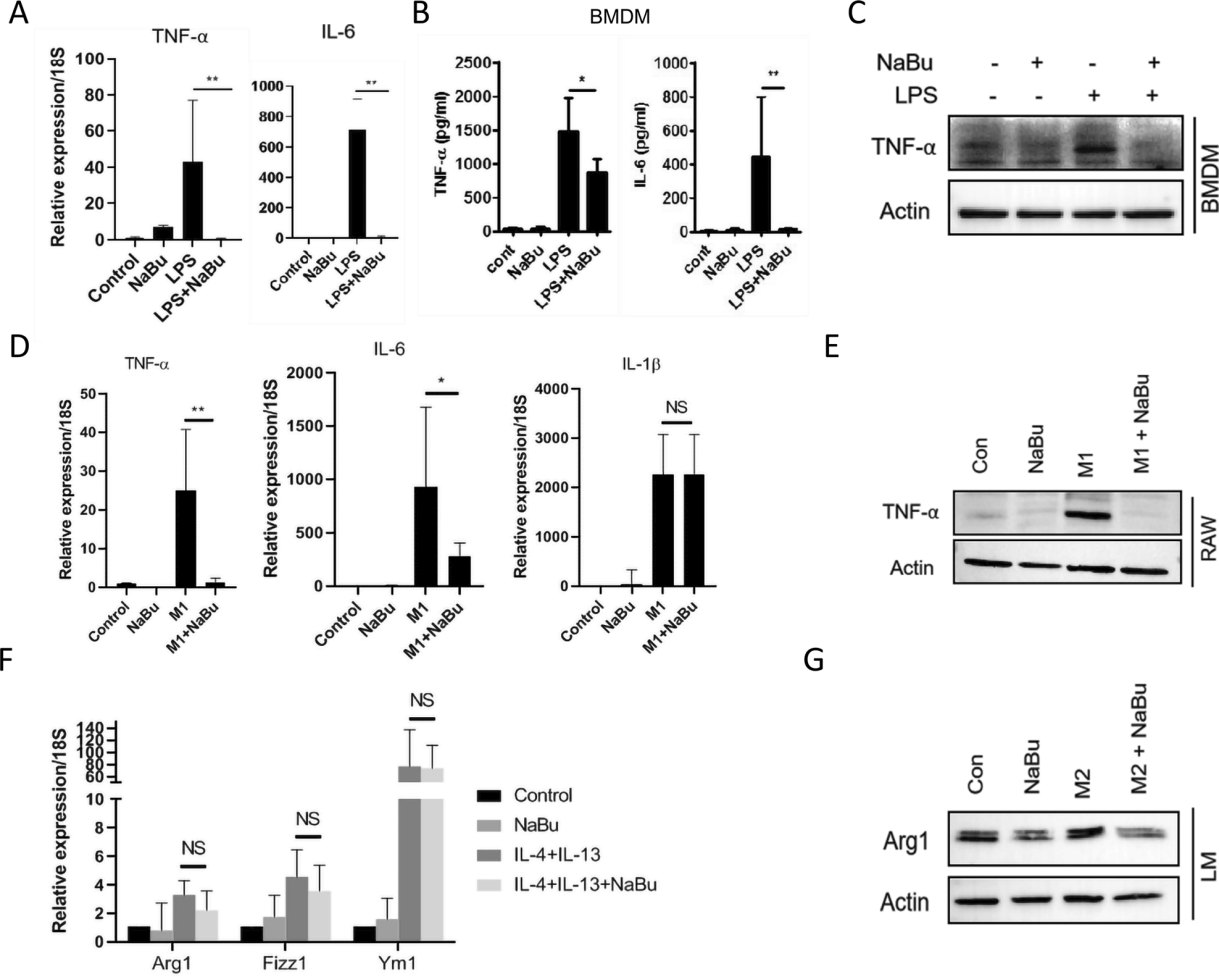
NaBu suppresses LPS-induced macrophage activation and polarization. **A**–**C** Isolated murine BMDMs were pretreated with NaBu (3 mM) for 30 min followed by LPS (1 μg/ml) stimulation for 4 h. Gene expressions were normalized to 18S (**A**). Supernatants of aforementioned treatment conditions were analyzed for the presence of TNF-α and IL-6 by ELISA (**B**). Expression of TNF-α was assessed by immunoblotting (**C**). **D**, **E** Gene expressions in NaBu pretreated M1 polarized (LPS, 1 μg/ml; IFN-γ, 50 ng/ml) BMDM (**D**) and TNF-α protein levels by immunoblotting RAW264.7 (**E**). **F** qPCR analysis for mentioned genes in IL-4 and IL-13 stimulated BMDM and gene expression was normalized to 18S. **G** Immunoblot of TNF-α in M2 polarized LM. Values were presented as mean ± SD, *P < 0.05; **P < 0.01; NS, not significant.

### NaBu modulates acetylation of p65 and its chromatin recruitment

To unveil the molecular basis of effusive anti-inflammatory property of NaBu, we first blocked the two putative G-protein-coupled NaBu receptors GPR41 and GPR43, respectively, by SHB and GLPG [21]. Although NaBu treatment induced GPR41 and GPR43 gene expressions, levels of them did not change following LPS stimulation (Supplementary Figure 2A). Treatment of antagonists either alone or in combination failed to augment NaBu-mediated suppression of cytokine expressions under LPS stimulation (Supplementary Figure 2B, C). We next examined whether NaBu modulates the LPS-mediated activation of canonical NF-κB pathway in inducing proinflammatory axis in macrophages [22]. LPS stimulation initiates a cascade of phosphorylation events of IKK and IκB leading to nuclear translocation of transcription factor p65 which consequently drives proinflammatory gene expression program. NaBu treatment did not alter LPS induced either phosphorylation of IKK, IκB, and p65 or latter’s nuclear localization despite having remarkable drop in TNF-α expression (Fig. 3A–C). These results indicate that anti-inflammatory response of NaBu is independent of both cell surface receptor and canonical NF-κB pathways.

**Fig. 3:**
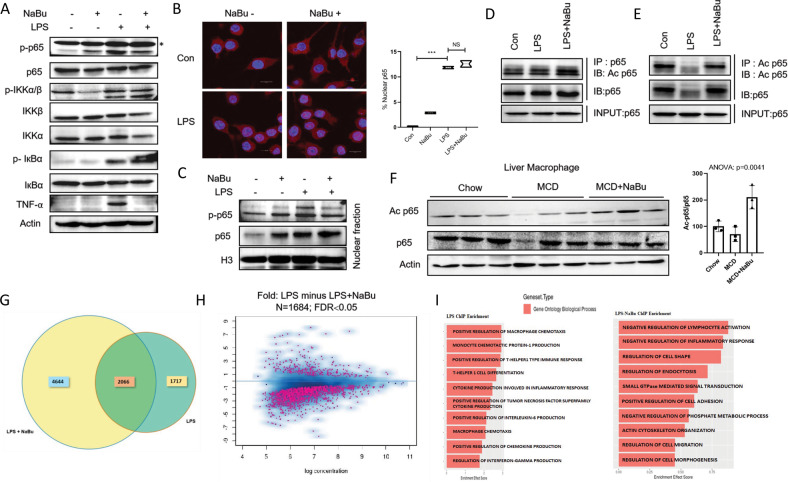
NaBu augments p65 acetylation and its chromatin recruitment. **A** RAW264.7 cells were pretreated with NaBu (3 mM) for 30 min followed LPS (1 μg/ml) stimulation for 4 h and canonical NF-κB pathway was analyzed by immunoblotting via for the expressions of phospho-p65, p65, p-IKKα/β, IKKβ, IKKα, p-IκBα, IκBα. **B** Nuclear localization of p65 was assessed by immunofluorescence staining of p65 in LPS-stimulated RAW264.7 cells with and without pretreated NaBu and images were taken by using confocal microscopy (scale bars, 10 μm). **C** LPS stimulated RAW264.7 cells pretreated with NaBu for 30 min, p65 and phospho-p65 expressions were analyzed by immunoblotting in fractionated nuclear extracts. **D**, **E** Expression of acetylated p65 in control, LPS, and LPS+NaBu RAW264.7 cells by immunoblotting (IB, immunoblot; IP, immunoprecipitation). **F** Expression levels of acetylated p65 in isolated non-parenchymal fraction of liver from Chow fed, MCD fed, and MCD+NaBu fed mice (left). Relative band intensities of acetylated p65 (*n* = 3, right). **G** Venn diagram showing overlapped promoter recruitment site of p65 between LPS and LPS+NaBu treated ChIPseq data. **H** Volcano plot showing the p65 promoter recruitment status of LPS and LPS+NaBu treated RAW264.7 cells (FDR < 0.05). **I** Representation of ChIP enrichment analysis and the upregulated pathways with gene sets of Gene Ontology Biological Process of LPS and LPS+NaBu treated RAW264.7 cells.

NaBu is a known histone deacetylase (HDAC) inhibitor with somewhat specific toward HDAC3 and that in turn can regulate acetylation of p65 [23, 24]. Seven lysine residues are available for p65 acetylation and among them lysine 310 controls its transcriptional activity [25]. We first confirmed that ectopic expression of both HDAC1 and HDAC3 could diminish acetylation of p65 in HEK293T cells (Supplementary Figure 3A). Next, we treated LPS-stimulated macrophages with a specific HDAC3 inhibitor RGFP966. Consistent with NaBu treatment, RGFP966 dose-dependently suppressed LPS induced TNF-α expression (Supplementary Figure 3B) as well as abrogated proinflammatory gene expression in LPS stimulated RAW264.7 in the background of siRNA mediated HDAC3 silencing (Supplementary Figure 3C), a phenomenon syncing with the earlier observation that HDAC3 null macrophages engendered alternatively activated macrophage phenotype [26]. Immunoprecipitation of p65 or acetylated p65 showed marked reduction of lysine 310 acetylation upon LPS stimulation while pretreatment with NaBu had restored rather augmented cellular acetylated p65 levels (Fig. 3D, E). Consistent with in vitro data, we observed significantly enhanced acetylation of p65 in LMs isolated from NaBu-treated mice fed with MCD diet for 2 weeks (Fig. 3F). To further assess whether acetylation of p65 is responsible for NaBu-mediated transcriptional rewiring in macrophages, we performed ChIP of LPS stimulated cells pretreated with NaBu. LPS-dependent p65 recruitment to TNF-α and IL-6 promoters were abrogated by NaBu treatment which, however, remain unaltered for IL-1β promoter engagement (Supplementary Figure 3D). To further identify the genome-wide p65 promoter occupancy, we performed ChIP-seq. 

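p65 (RelA, gene Rela) is a subunit of NF-κB, and RAW264.7 is a mouse macrophage-like cell line. In ChIP-seq, DNA bound by p65 is recovered with an antibody and sequenced, and a peak is a stretch of the genome where reads lie above a control. The lists analysed here came from 2 libraries of LPS-stimulated cells and 2 libraries of cells given NaBu before LPS (LPS+NaBu), which the paper describes as independent experimental replicates. The 2 untreated libraries entered only as the control against which the authors called peaks, one list per library and with no pooling. LPS replicates 1 and 2 held 2197 and 1744 peaks, and LPS+NaBu replicates 1 and 2 held 5392 and 3185. Peaks had a median width of 183 and 209 bp in LPS and of 180 and 194 bp in LPS+NaBu. Each peak carries a fold enrichment over the control library, a −log10 p-value and a −log10 q-value, all of them the authors' MACS2 values. The median fold enrichment was 6.15 and 6.69 in the LPS lists and 6.62 and 7.09 in the LPS+NaBu lists. Folds given below for single genes were not scaled between lists and were not tested against each other. The paper gives a p-value threshold of 0.001, and the largest q-value in any list was 0.00936. Read depth is not given in the files, so the lists do not show whether a longer list comes from a more deeply sequenced library.
The paper names mm39 and Bowtie2, and the submitters' processing notes list Bowtie 1.1.2, MACS2 2.2.6 and both mm10 and mm39, so the peak positions were set beside both builds. The last peak of chromosome 7 ended at 145222414 and that of chromosome 9 at 124425405, beyond the ends of these chromosomes in GRCm39 (mm39), which lie at 144995196 and 124359700. Of 48 genes of the NF-κB family and its classical targets, 10 and 11 had a peak within 5000 bp of the transcription start site (TSS) in LPS replicates 1 and 2 on GRCm38 (mm10) gene positions, and 0 and 0 on GRCm39 positions. All peak and gene coordinates are therefore given on GRCm38. From the lists, the overlap between libraries, the genes with a peak in the promoter and the genes nearest to each peak were computed.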

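LPS+NaBu cells had 4288.5 ± 1561 p65 peaks per library and LPS-stimulated cells 1970.5 ± 320 (mean ± SD, n = 2 each), a ratio of 2.18. Both LPS+NaBu lists were longer than both LPS lists (exact permutation test, two-sided, p = 0.333, the smallest p that 2 libraries against 2 allow). Sites found in both replicates of a treatment (consensus peaks, an overlap of 1 bp or more) numbered 1140 in LPS and 2317 in LPS+NaBu. Of the LPS+NaBu consensus peaks, 643 overlapped an LPS consensus peak, where the same regions placed at random gave 0.66. With all 4 libraries merged, 643 regions had a peak in every library, 1302 had a peak in both LPS+NaBu libraries and in neither LPS library, and 312 had a peak in both LPS libraries and in neither LPS+NaBu library. A further 2638 regions were seen in LPS+NaBu replicate 1 alone and 682 in LPS+NaBu replicate 2 alone.
Of the peaks of LPS replicate 1, 52.3% overlapped a peak of LPS replicate 2, and 65.7% the other way round. For LPS+NaBu the shares were 43.0% of replicate 1 and 72.8% of replicate 2. List length sets part of these shares, so the 1744 peaks with the lowest p-values were also taken from each library. Then 57.3% of LPS replicate 1 and 56.2% of LPS+NaBu replicate 1 overlapped the other replicate of the treatment, 38.2% of LPS replicate 1 overlapped LPS+NaBu replicate 1, and 33.7% overlapped LPS+NaBu replicate 2. Placed at random, at most 0.107% of the peaks of any library overlapped another list. Peaks of libraries with the same number were called against the control library of that number, so part of the overlap between treatments may come from the shared control.

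**Figure D1:**
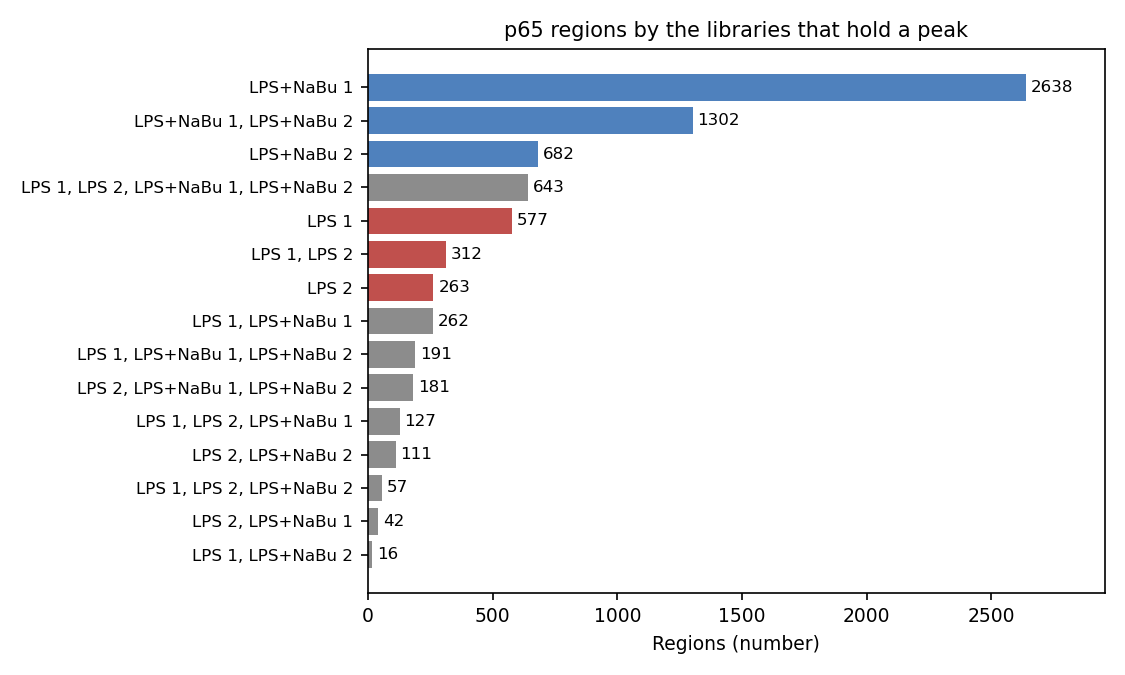
Number of merged p65 regions (horizontal axis) for each combination of libraries that holds a peak (vertical axis). Blue bars are regions seen only in LPS+NaBu libraries, red bars only in LPS libraries and grey bars in both treatments; 1302 regions lie in both LPS+NaBu libraries alone, 643 in all 4 libraries and 312 in both LPS libraries alone.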

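The promoters with p65 in every library included Lcn2 (lipocalin 2, an iron-sequestering acute-phase protein), the chemokine gene Ccl5, the inflammasome gene Nlrp3 and Acod1, which encodes the enzyme that makes itaconate. By mean within-list percentile of fold, Nt5c1a (99.5), Lcn2 (99.0), Zfp811 (94.1) and Kcnk10 (88.0) led those ranked, followed by Ccl5 (84.8). Acod1 (9.75) and Nlrp3 (9.10) stood low. At Lcn2 (chromosome 2, 32384637 to 32387739) the peak summit lay at −229, −237, −228 and −247 bp from the TSS in LPS replicates 1 and 2 and LPS+NaBu replicates 1 and 2. In LPS only, the promoter of Rela itself carried a consensus peak (fold enrichment 2.90 and 12.4 in replicates 1 and 2), as did Cfb (complement factor B, 11.6 and 12.8), Gbp5 (an interferon-induced guanylate-binding protein, 7.15 and 10.9), Clec4e (the pattern recognition receptor Mincle, 3.49 and 7.92) and Malt1 (a paracaspase of NF-κB signalling, 4.95 and 5.40). In LPS+NaBu only, promoter peaks lay at C1ql4 (9.82 and 12.2), Retn (resistin, 8.82 and 5.47) and Hcar2 (the niacin and β-hydroxybutyrate receptor GPR109A, 3.87 and 3.20).
A gene was counted where the centre of a peak lay between 1000 bp upstream and 100 bp downstream of its TSS. This gave 89 and 84 genes in LPS replicates 1 and 2, and 166 and 79 in LPS+NaBu replicates 1 and 2, a mean of 86.5 ± 3.54 against 122.5 ± 61.5 (SD, n = 2; exact permutation test, two-sided, p = 1), so the difference was smaller than the spread between the LPS+NaBu replicates. Consensus peaks marked the promoters of 51 genes in LPS and 53 in LPS+NaBu, 26 of them shared, 25 in the LPS set alone and 27 in the LPS+NaBu set alone. As a share of peaks, promoters took 4.05% (95% Wilson interval 3.30 to 4.96) and 4.82% (3.91 to 5.92) of the LPS replicates and 3.02% (2.598 to 3.51) and 2.45% (1.97 to 3.05) of the LPS+NaBu replicates, against 1.69% to 1.74% for peaks placed at random. The counts depend on the window: from 5000 bp upstream to 1000 bp downstream, 167 genes had a consensus peak in LPS and 288 in LPS+NaBu. The order turned round with IDR under 0.05 (22 and 15) and with protein-coding genes only (40 and 34). It also did in 2 settings chosen after seeing the data, the 1744 strongest peaks of each library (44 and 18) and q under 1e-05 (41 and 39). The read counts behind a test of differential binding were not used here, so these are counts of peaks and not of sites that differ in signal.

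**Figure D2:**
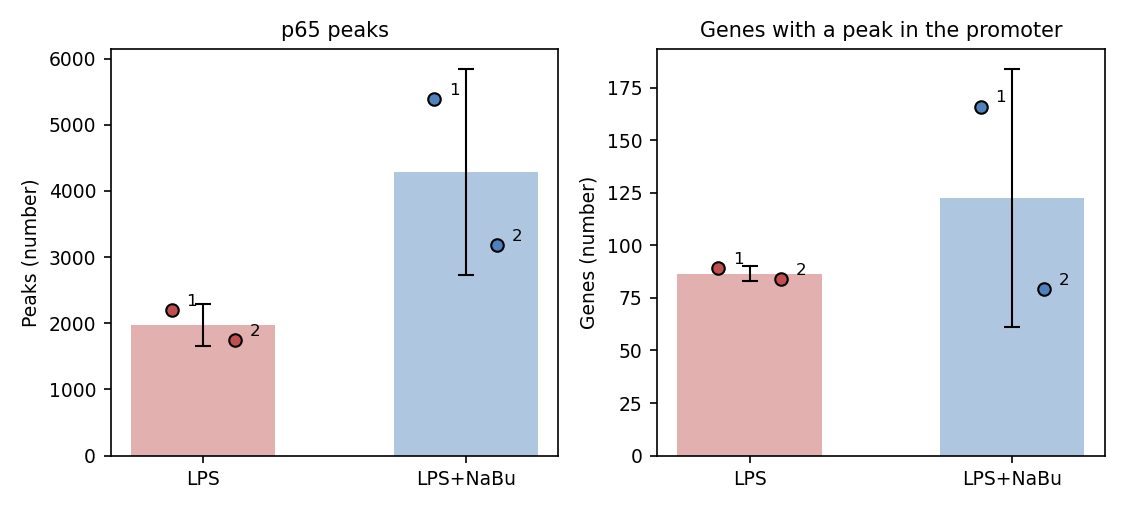
p65 peaks per library (left) and genes with a peak in the promoter per library (right). Points are the libraries, with their replicate number, bars the mean and error bars the SD (n = 2); for promoter genes LPS+NaBu replicate 1 stands at 166 and replicate 2 at 79, with both LPS replicates in between.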

Interestingly p65 was recruited to a greater number of gene promoters in NaBu pretreated cells compared to LPS stimulated cells (1402 promoters in NaBu pretreated condition and 282 promoters in LPS stimulated cells; Fig. 3G, H). Based on ChIP enrichment score, we next performed gene set enrichment analysis (GSEA). 

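In LPS-stimulated cells p65 lay near cytokine, chemokine and NF-κB genes far more often than near other genes. Of 36 proinflammatory cytokine and chemokine genes, 16 were the nearest gene to an LPS consensus peak, among them Tnf, Lta, Il1a, Il1b, Il12b, Ccl2, Ccl3, Ccl4, Ccl5, Cxcl1 and Cxcl2 (odds ratio 33.0, 95% interval 16.1 to 67.7). Of 48 genes of the NF-κB family, its feedback inhibitors and classical targets, 20 had one (odds ratio 18.4, 10.0 to 33.8), including Rela and the inhibitor genes Nfkbia and Tnfaip3. Toll-like receptor signalling and cytokine production had 15 of 57 genes (odds ratio 9.09, 4.87 to 16.9), such as the sensor gene Nod1 and the kinase genes Irak2 and Tbk1, the last with a peak 676 bp from its TSS. Macrophage chemotaxis had 12 of 46 (odds ratio 9.13, 4.57 to 18.2), with the receptor genes Ccr7, Fpr1 and Fpr2 among them. The adjusted p was 2.08e-20 for cytokines and chemokines, 4.43e-20 for NF-κB genes, 1.16e-11 for Toll-like receptor signalling and 8.76e-10 for chemotaxis (n = 19808 genes).
M1 markers had 11 of 22 (odds ratio 31.6, adjusted p = 2.80e-13) and genes of the interferon response 8 of 52 (6.39, 6.64e-06), while 1 of 23 M2 markers, the transglutaminase gene Tgm2, had a consensus peak (0.902, adjusted p = 0.920; n = 19808 genes). Negative regulators of inflammation (18 of 63, odds ratio 9.24, adjusted p = 2.54e-13), cell adhesion and migration (16 of 65, 6.37, 1.56e-09), apoptosis (7 of 44, 5.77, 7.96e-05) and small GTPase signalling (15 of 114, 2.58, 0.00131) also passed the test (n = 19808 genes). Actin cytoskeleton organization (7 of 90, odds ratio 1.65, adjusted p = 0.283), endocytosis and phagocytosis (5 of 62, 1.73, 0.308), ribosomal proteins (3 of 78, 1.44, 0.581) and markers of other cell types (3 of 44, 1.50, 0.581) did not (n = 19808 genes). In LPS replicate 2 alone the actin (14 of 90, odds ratio 2.53, adjusted p = 0.00232) and endocytosis lists (11 of 62, 2.99, 0.00183) did pass (n = 19808 genes). The M2 odds ratio was 2.97 in that replicate alone (4 of 23) and 1.70 in LPS replicate 1 alone. With only peaks within 1000 bp of a TSS counted, the M2 list passed on 1 gene (15.2, adjusted p = 0.0105, n = 19808 genes). By Fisher's exact test that call was lost (adjusted p = 0.109). The lists were fixed before the data were examined. Those named after pathways stand in for the Gene Ontology terms of Fig. 3I, and the terms themselves were not tested. Each was tested over all protein-coding genes, 865 of them nearest to an LPS consensus peak. The test was logistic regression with a smooth term for the length of the gene's locus. Benjamini-Hochberg adjustment ran over 15 lists, or, with only peaks within 1000 bp of a TSS, over the lists that gave a value. The test compares genes within one treatment and does not measure variation between the 2 replicates. The nearest gene need not be the regulated one: the peaks assigned to Il6, another of the cytokine genes, lay 64729 to 132805 bp from its TSS.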

Expectedly, in LPS-stimulated macrophages the significantly upregulated pathways (with positive Enrichment effect score) are akin to the classical proinflammatory macrophage activation such as Positive regulation of Tumor Necrosis Factor Superfamily Cytokine Production, Positive regulation of Chemokine production, Macrophage Chemotaxis. In contrast, proinflammatory pathways were absent and instead a different set of pathways such as Regulation of Cell Shape, Actin Cytoskeleton Organization, Negative Regulation of Inflammatory Response emerged in NaBu-treated macrophages (Fig. 3I). 

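In LPS+NaBu cells, actin cytoskeleton and cell shape genes had 20 of 90 members nearest to a p65 consensus peak (odds ratio 2.71, 95% interval 1.63 to 4.52). No actin gene had a promoter peak in any library (0 of 90), so this enrichment rests on peaks away from promoters. Of the 20 genes, 16 had no consensus peak in LPS, among them the focal adhesion gene Vcl (vinculin), the actin regulator gene Vasp, Ezr (ezrin) and Myh9 (a non-muscle myosin heavy chain), and the count was 13 against LPS replicate 1 alone and 11 against LPS replicate 2 alone. Negative regulators of the inflammatory response had 23 of 63 (odds ratio 6.24, 3.65 to 10.7). Il10, Il10ra, Socs1, Pparg and Mertk were among the 9 without an LPS consensus peak. That count was 5 against LPS replicate 1 alone and 8 against LPS replicate 2 alone. M2 markers had 8 of 23 (odds ratio 5.25, 2.18 to 12.6), 7 of them without an LPS consensus peak: Ccl17, Ccl22, Ccl24, Il10, Mrc1, Msr1 and Pparg. Against either LPS replicate alone 5 were in LPS+NaBu alone, as Ccl17 had a promoter peak in LPS replicate 1, Mrc1 a peak in LPS replicate 2 and Msr1 peaks in each that do not overlap. Small GTPase signalling had 30 of 114 (odds ratio 3.23) and cell adhesion and migration 21 of 65 (odds ratio 4.60). The adjusted p was 0.000210 for actin genes, 1.76e-10 for negative regulators, 0.000321 for M2 markers, 2.24e-07 for small GTPase genes and 7.40e-08 for adhesion genes (n = 19808 genes).
Proinflammatory cytokine and chemokine genes had 21 of 36 in LPS+NaBu (odds ratio 25.6, adjusted p = 5.48e-18, n = 19808 genes). Of these, 14 had a consensus peak in LPS too, including Il1b, Ccl3 and Ccl5. The other 7 did not, including Csf2, Cxcl10, Il12a and the M2 markers Ccl17 and Ccl22. That count was 3 against LPS replicate 1 alone and 6 against LPS replicate 2 alone. Cxcl10 had a promoter peak in LPS replicate 2 (fold enrichment 8.55). NF-κB genes had 18 of 48 (odds ratio 6.46, adjusted p = 8.47e-09), M1 markers 11 of 22 (13.3, 4.18e-08), macrophage chemotaxis 14 of 46 (5.08, 1.95e-06) and apoptosis 11 of 44 (4.57, 6.23e-05; n = 19808 genes). Toll-like receptor signalling (9 of 57, odds ratio 2.07, adjusted p = 0.0632), endocytosis and phagocytosis (11 of 62, 2.00, 0.0550), the interferon response (6 of 52, 1.86, 0.189), ribosomal proteins (4 of 78, 0.899, 0.839) and markers of other cell types (3 of 44, 0.787, 0.741) did not pass the test (n = 19808 genes). In LPS+NaBu replicate 2 alone the Toll-like receptor list passed with 15 of 57 (odds ratio 3.05, adjusted p = 0.000468, n = 19808 genes), as did endocytosis with 14 of 62 (2.06, 0.0257).
The difference between treatments was tested on the 277 genes with a consensus peak in LPS alone and the 1101 with one in LPS+NaBu alone. Of 15 lists, Toll-like receptor signalling differed (Fisher's exact test, odds ratio 0.0352, adjusted p = 0.00124). It had 7 genes in LPS alone (Clec4e, Cybb, Irak2, Mapk14, Mapkapk2, Nod1 and Tbk1) and 1 in LPS+NaBu alone, the kinase gene Ikbkb. The counts were 5 against 5 without LPS+NaBu replicate 1 (odds ratio 0.143) and 5 against 5 without LPS+NaBu replicate 2 (0.0569). By the same exact test adjusted p was 0.0782 for the NF-κB list (5 against 3) and 0.0852 for the interferon response (4 against 2). It was 0.603 for negative regulators (4 against 9) and M2 markers (0 against 7). For actin genes (3 against 16) and small GTPase genes (3 against 18) it was 0.979. With 1 replicate left out odds ratios ranged from 0.134 to 0.294 for NF-κB genes and from 0.0724 to 0.144 for the interferon response. M1 markers had 4 against 0 without LPS replicate 1 and 0 against 4 without LPS+NaBu replicate 2. The Toll-like receptor difference no longer passed this exact test when LPS replicate 2 (adjusted p = 0.0970) or LPS+NaBu replicate 1 (0.0693) was left out, or when only peaks within 1000 bp of a TSS were counted (2 against 0, adjusted p = 1). With lists of equal length, a setting chosen after seeing the data, it was lost too (9 against 2), the actin list no longer passed its own test in LPS+NaBu (odds ratio 1.70), and the cytokine and chemokine list held 9 of 36 genes in LPS+NaBu (odds ratio 11.3) and 16 of 36 in LPS (37.4). Of the cytokine list 9 genes were then in LPS alone and 2 in LPS+NaBu alone, and the adjusted p was 0.115 for both this list and Toll-like receptor signalling (Fisher's exact test).

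**Figure D3:**
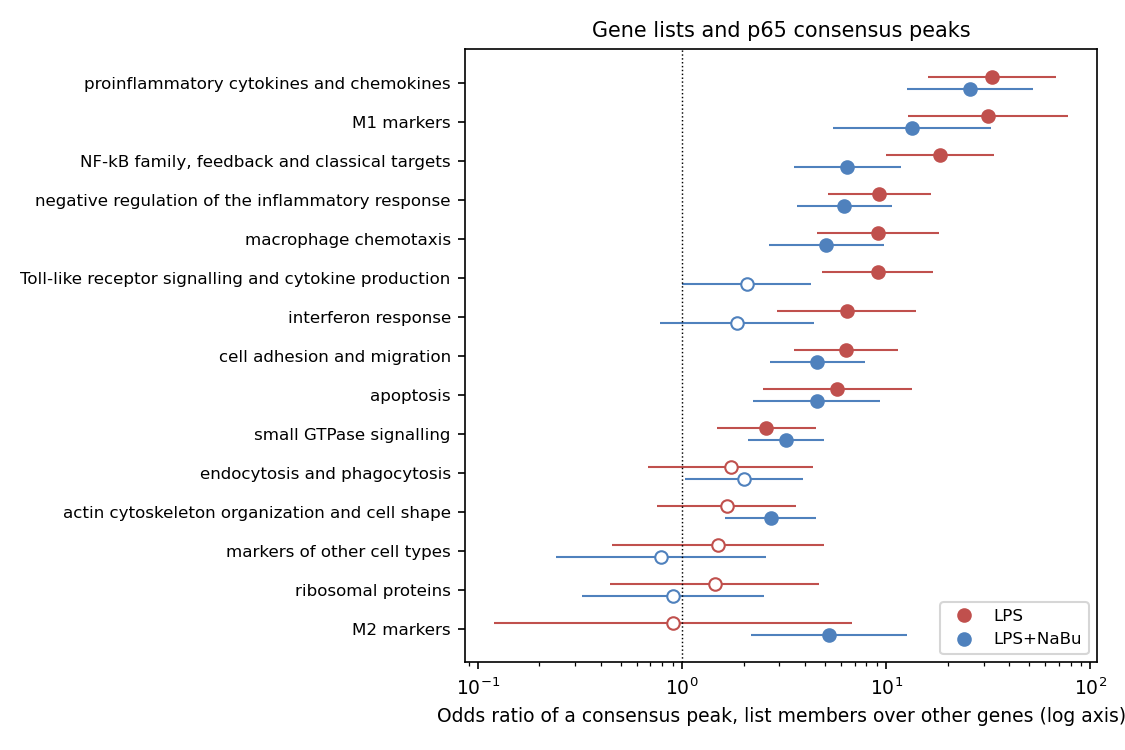
Odds ratio (horizontal log axis) of a consensus peak for the members of each gene list against other protein-coding genes, in LPS (red) and LPS+NaBu (blue). Bars are 95% intervals, filled points have an adjusted p under 0.05 (n = 19808 genes) and the dotted line marks 1; the cytokine and chemokine list stands at 33.0 in LPS and 25.6 in LPS+NaBu.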

Our analysis thus indicates that NaBu suppresses LPS-induced proinflammatory promoter occupancy of p65 through its disparate chromatin recruitment. 

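At the promoter of Tnf (chromosome 17, 35199367 to 35202007, minus strand) p65 had a peak in both LPS replicates. The summits lay at −211 and −197 bp from the TSS. Fold enrichments were 6.01 and 6.40, at percentiles 47.5 and 45.5 of their own lists. In LPS+NaBu replicate 1 the peak there had a fold enrichment of 2.93, placing it at percentile 2.59 of its list, and replicate 2 had none. A second region at −17745 bp from the Tnf TSS had a peak in both LPS replicates and in neither LPS+NaBu replicate. Its fold enrichments in LPS replicates 1 and 2 were 4.20 and 2.83, at percentiles 18.2 and 1.69 of their own lists. The TSS nearest to this region was that of Lta, at 14174 bp, so the cytokine list counts it for Lta. Il6 (chromosome 5, 30013114 to 30019975) had a promoter peak in LPS replicate 2 alone, at −164 bp with a fold enrichment of 5.00, so its promoter was not a consensus site in either treatment. Il1b (chromosome 2, 129364569 to 129371164) and Nos2 (chromosome 11, 78920787 to 78960226), which encodes the inducible nitric oxide synthase, kept a promoter peak in all 4 libraries. The Il1b folds were 3.00 and 7.25 in LPS and 3.46 and 9.13 in LPS+NaBu, and those of Nos2 were 3.24 and 9.32 in LPS and 3.77 and 7.60 in LPS+NaBu. Away from the promoter, regions were counted within 50 kb of each gene, whichever TSS was nearest. In that window Il1b and Nos2 each had 2 regions with a peak in both LPS replicates and in neither LPS+NaBu replicate, and Tnf had 1. The Nos2 regions, at −44565 and −33704 bp, were also nearest to its own TSS. The Il1b regions, at 32769 and 52641 bp from its TSS, lay nearer to the TSS of Il1a. Il18 had a promoter peak in LPS replicate 2 and in LPS+NaBu replicate 1.
Around Il10 (chromosome 1, 131019845 to 131024970), the gene of an anti-inflammatory cytokine, 4 regions had a peak in both LPS+NaBu libraries and none had a peak in an LPS library. Their centres lay 1861 and 6132 bp downstream of the TSS and, upstream of it, at −17129 and −18792 bp, outside the promoter window. With lists of equal length 2 of the 4 remained, those at −18792 and 6132 bp, and the rest did not. For the 4 as a set a gain of sites therefore cannot be told apart from the longer LPS+NaBu lists. Pparg had 1 such region within 50 kb, and Cd80, Il4, Itgam, Ffar2 and Ffar3 had no peak within 50 kb in any library. A missing peak means that the site did not pass the authors' threshold in that library, and read counts at these sites were not used here.
The paper starts from LPS-stimulated cells in which NaBu lowered TNF-α although the phosphorylation and nuclear entry of p65 did not change, and finds more acetylated p65. It then sets its p65 sites with and without NaBu side by side, where pathways of cytokine and chemokine production lead in LPS and pathways of cell shape, actin organization and restrained inflammation in LPS+NaBu (Fig. 3I). The paper reads this as a sign that NaBu suppresses the p65 occupancy of proinflammatory promoters that LPS induces, through a disparate recruitment of p65 to chromatin.

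**Figure D4:**
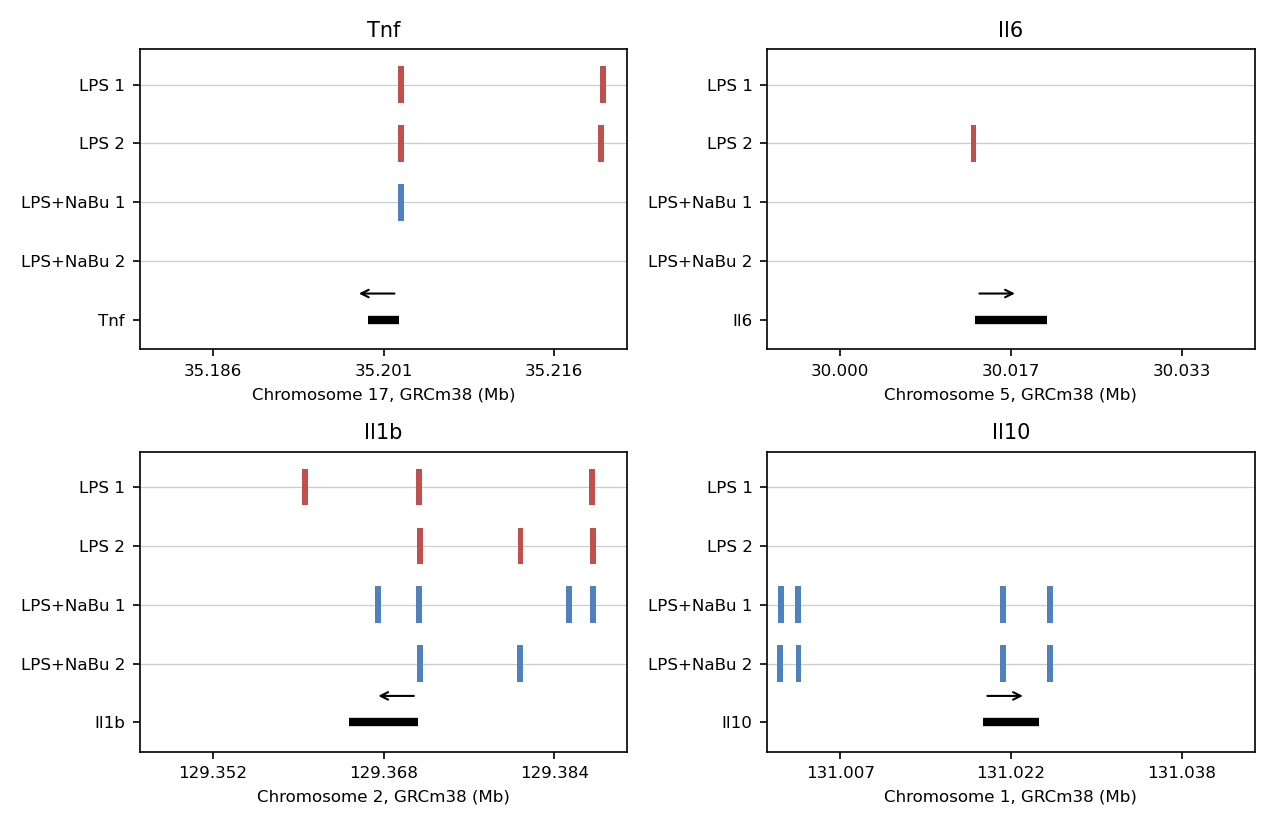
p65 peaks at Tnf, Il6, Il1b and Il10 in each library. Vertical marks are peak summits, drawn wider than the peaks, along the chromosome position in Mb on GRCm38; the black bar is the gene and the arrow points in the direction of transcription. Around Il10 the 4 regions carry marks in both LPS+NaBu libraries and none in the LPS libraries.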

Taken together, our results reveal that by inhibiting HDAC3, NaBu modulates p65 acetylation and its differential promoter occupancy.

### NaBu instills a prohealing transcriptional program in macrophages

Our ChIP-seq data is suggestive of NaBu-dependent p65-driven transcriptional rewiring of macrophage activation. Toward further elucidation of NaBu-induced macrophage activation, we performed transcriptomics profiling of untreated, LPS and LPS with NaBu-treated cells. Principal Component Analysis (PCA) revealed three distinct clusters (Fig. 4A) which is consistent with the heat map of top70 differentially expressed genes showing contrasting pattern among the three groups (Fig. 4B). GSEA further revealed that LPS stimulation significantly upregulated a number of proinflammatory pathways such as TNF-α signaling via NF-κB, IL-6 JAK-STAT3 Signaling, Inflammatory response (Fig. 4C) most of which were correspondingly downregulated upon NaBu pretreatment (Fig. 4D), indicating reversal of classical macrophage activation and possible emergence of a unique macrophage phenotype. LPS stimulation leads to the induction of proinflammatory gene cascade and among that repertoire, IL-6 interacts with heterodimeric receptor followed by JAK-mediated STAT3 phosphorylation to further potentiate phospho-STAT3 dependent proinflammatory gene expression [27]. We have pretreated the RAW264.7 cells with NaBu followed by LPS stimulation and checked the phosphorylation status of STAT3 and observed reduced phosphorylated STAT3 in NaBu pretreated condition which is corroborating with our transcriptomics GSEA data while phosphorylation of STAT1 and STAT2 remained unaltered (Fig. 4I).

**Fig. 4:**
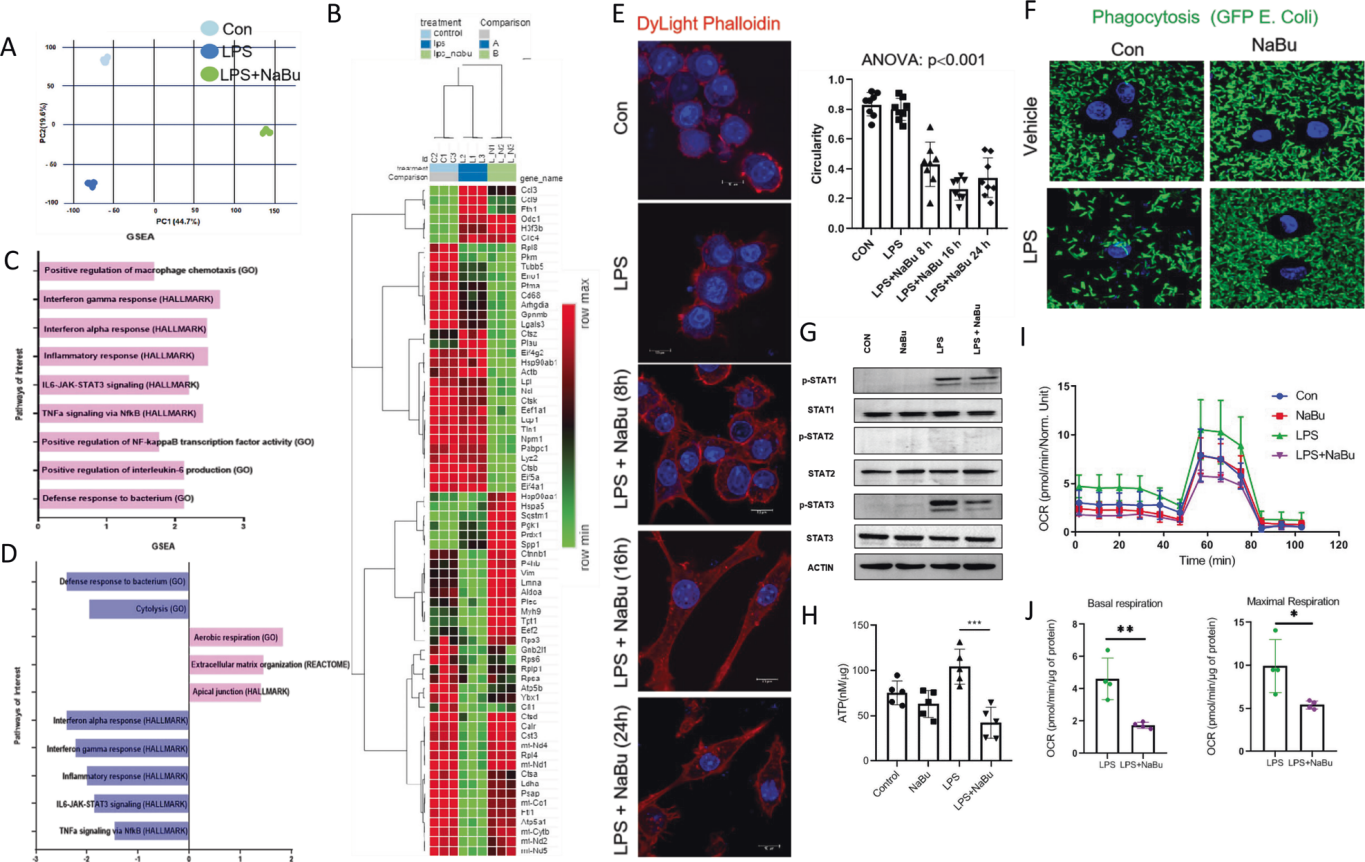
NaBu rewires transcriptional landscape and skews macrophages toward prohealing phenotype. **A** PCA analysis of the RNA seq data of control, LPS, and LPS+NaBu treated RAW264.7 cells. **B** Heat map of the differentially expressed genes identified from RNA seq data of control, LPS, and LPS+NaBu treated cells. **C** GSEA of different pathway databases of Control vs. LPS RNA seq data. Pink bars indicating upregulated pathways. **D** GSEA of different pathway databases of LPS vs. LPS+NaBu, pink bars represented upregulated and blue bars represented the downregulated pathways. **E** DyLight Phalloidin staining of NaBu pretreated, LPS-activated RAW264.7 cells for various time points (8, 16, 24 h) [Scale bars, 10 μm]. Quantification of cellular circularity (right). **F** Phagocytosis assay, GFP-tagged *E. coli* were incubated with NaBu pretreated LPS stimulated RAW264.7 cells for 3 h followed by images were taken by confocal microscopy [Scale bars, 10 μm]. **G** Expressions of STAT1, p-STAT1, STAT2, p-STAT2, STAT3, and p-STAT3 in NaBu treated (3 mM) followed by LPS-activated RAW264.7 cells. **H** ATP levels determined in NaBu pretreated LPS stimulated RAW264.7 cells. **I**, **J** Oxygen consumption rate (OCR) measured under basal and maximal state (FCCP, 2.5 μg) and normalized with total protein concentration. Values were presented as mean ± SD, *P < 0.05; **P < 0.01; ***P < 0.001.

For the phenotypic and functional characterization of NaBu-induced macrophage, we next assessed the cellular cytoskeleton using phalloidin which specifically binds to F-actin. While LPS stimulation led to activated spherical shape of macrophages, treatment of NaBu induced a temporally perceptible elongated cellular architecture (Fig. 4E). Our results are thus consistent with published data that structural alternations of macrophages synergize with phenotypic switching and particularly elongated structure is an indicative of anti-inflammatory rather prohealing (M2 like) type of remodeling [28]. Classically activated or M1 macrophages have enhanced phagocytic activity to wall off the inflammatory insults and that could also differentiate the phenotypic class of macrophages [29]. We next stimulated the cells with LPS and incubated with GFP-*E. coli* to microscopically access the state of phagocytosis. LPS-stimulated cells expectedly showed enhanced whereas NaBu pretreated cells following LPS stimulation displayed markedly reduced phagocytosis of GFP-*E. coli* (Fig. 4F), further indicating emergence of prohealing type of class switching. As metabolic activity of macrophages dictates their phenotype and functional outcome [30], we next measured cellular respiration, lactate secretion, and ATP levels in NaBu pretreated cells upon LPS stimulation. There was a significant drop in ATP concentration (Fig. 4G), lactate production (Supplementary Figure 4A) as well as markedly reduced basal and maximal respiration in NaBu-treated cells (Fig. 4H, J), indicative of compromised oxidative phosphorylation. However, we did not find any change in either in mitochondrial membrane potential or in expression levels of respiratory complexes (Supplementary Figure 4B, C). Collectively, NaBu imparts a transcriptional program that skews LPS-induced proinflammatory macrophages toward a prohealing phenotype.

### NaBu induces apoptosis of proinflammatory macrophages

To further examine the prohealing phenotype, we analyzed transcriptomic datasets for the expressions of signature genes for M1 and M2 macrophages. NaBu diminished expressions of a subset of proinflammatory genes such as *tnf, il6, Cd80* and enhanced expressions of anti-inflammatory signature genes such as *pparg*, *il4*, *il10* (Fig. 5A). Consistent with ChIP data, NaBu had no or minimal impact on the expression of *il1b*, *Nos2*, *il18*, suggesting that NaBu did not completely transform the cells to M2 phenotype. To better understand the M1-M2 paradigm in vivo, LMs were examined from MCD diet fed and concurrently NaBu gavaged animals. Following gating the F4/80+ population (macrophage marker), CD80+ (M1 marker) and CD206+ (M2 marker) cells were analyzed. LMs from NaBu gavaged animals showed an emerging population of CD206+ cells compared to LMs isolated from MCD diet-fed group without any significant difference of M1 population (Fig. 5B). We also observed a significant decline in the number of F4/80+ population from NaBu gavaged livers compared to MCD diet fed group suggesting a drop in the proinflammatory M1 like macrophages (Fig. 5B). To further assess whether NaBu promotes death of proinflammatory macrophages, we checked for the expression of cleaved caspase 3 (CC3), readout of apoptosis in the NaBu pretreated and LPS-activated RAW264.7 cells. Treatment of NaBu led to enhanced levels of CC3 with simultaneous reduction in TNF-α expression, indicating conspicuous death of LPS stimulated macrophage (Fig. 5C). Consistently, live dead assay reveled ∼25% apoptotic cells in NaBu treated cells (Fig. 5D). We next asked whether NaBu alone or the altered secretome of NaBu treated macrophage is responsible for the induction of apoptosis in the proinflammatory macrophages, LMs were polarized toward M1 cells with LPS and INF-γ and then treated with conditioned media (CM) of control, LPS, and LPS with NaBu treated LMs. CM from the LPS and NaBu co-treated cells and not CM from LPS-treated cells significantly induced CC3 protein expression as revealed by immunoblotting and immunofluorescence (Fig. 5E, F). These results were also recapitulated in RAW264.7 cells (Supplementary Figure 4D). Our findings thus suggest that secreted factors from the NaBu-treated LM are responsible for the apoptotic events which possibly represent another arm of NaBu-mediated mitigation of inflammatory insults.

**Fig. 5:**
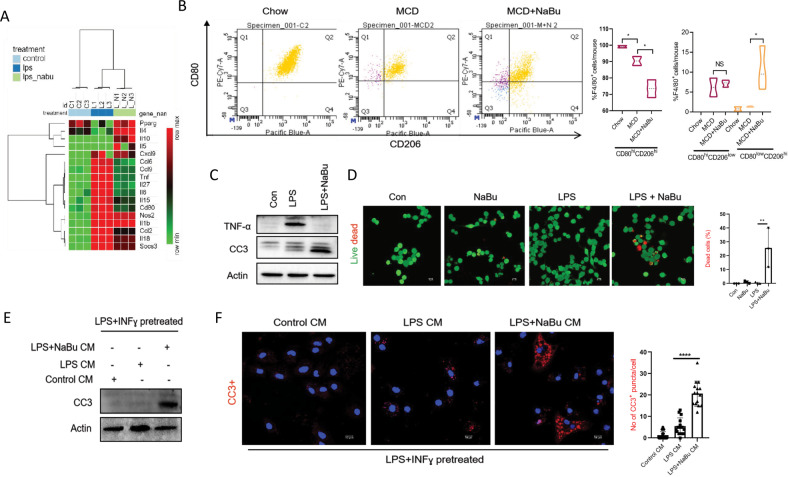
NaBu induces apoptosis of proinflammatory macrophages. **A** Heat map of selected M1- and M2-like genes from RNA seq data. **B** Flow cytometric analysis of isolated non-parenchymal fraction from Chow fed, MCD fed, NaBu gavaged MCD fed mice liver and gated for all F4/80+ cells followed by CD80^hi^CD206^low^ (M1 like) and CD80^low^CD206^hi^ (M2 like) populations (left); Statistical summary of flow cytometry data (right, *n* = 4). **C** Expression of TNF-α and cleaved caspase 3 by immunoblotting pretreated with NaBu followed by LPS stimulation with total incubation of 8 h in RAW264.7 cells. **D** Apoptosis was assessed by Live/Dead assay in RAW264.7 cells pretreated with NaBu followed by LPS stimulation (left). Quantification of % of dead cells (right). **E**, **F** Expression of CC3 by immunoblotting (**E**) and immunofluorescence microscopy (**F**) in LMs stimulated with LPS (1 μg/ml) and IFN-γ (50 ng/ml) for 16 h followed by treatment with conditioned media of control, LPS, and LPS+NaBu treated LMs for 10 h. Values were presented as mean ± SD, *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001; NS, not significant.

### NaBu alleviates NASH by reducing the number of proinflammatory LM

NaBu potently suppressed proinflammatory gene expressions and induced apoptosis of inflammatory LMs, we thereby investigated its therapeutic potential in NASH. To this end, we fed mice with MCD diet for 3 weeks to induce NASH followed by ad libitum NaBu (100 mM in drinking water) along with MCD, for another 3 weeks (Fig. 6A). MCD diet feeding expectedly provoked persistent weight loss [31] throughout the experiment which, however, was significantly recovered upon NaBu feeding along with concomitant increase in liver weight (Fig. 6B, C). Serum AST and ALT levels were also reduced upon NaBu treatment indicating an improvement of liver injury (Fig. 6D). Liver inflammation was also mitigated as evident from gene expressions of proinflammatory markers (Fig. 6E). There were marked reductions in NASH features such as steatosis, fibrosis, and hepatocellular death (CC3+ cells) in livers of NaBu treated mice. Moreover, number of F4/80+ (macrophage marker) cells were strikingly reduced in livers of NaBu-treated animals (Fig. 6F). Number of resident macrophages usually decline upon MCD diet feeding [32] followed by augmented immune cell infiltration while NaBu treatment further reduced the numbers of F4/80+ cells. To further examine the cell autonomous therapeutic effects of NaBu, isolated LMs were first treated with LPS followed by NaBu for 8 h. NaBu treatment significantly reduced LPS-induced proinflammatory gene expressions and induced apoptosis as evidenced by CC3 levels corroborating with reduced number of F4/80+ cells in NaBu fed mice livers (Fig. 6G–I). Apoptosis of M1 Kupffer cells ensures better prognosis of alcoholic and non-alcoholic fatty liver disease [33] and that NaBu-induced death of proinflammatory LMs and resolution of inflammation further support its therapeutic potential in NASH.

**Fig. 6:**
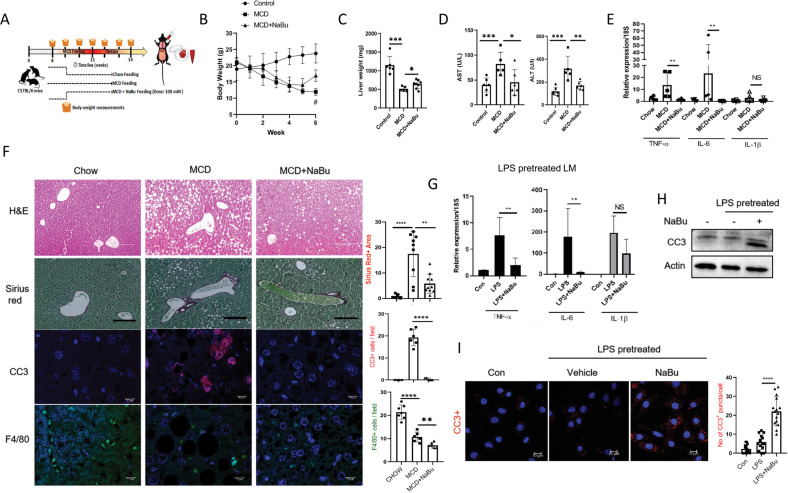
NaBu treatment reverses hallmarks of NASH. **A**–**F** Wild-type mice fed with either chow diet or with MCD diet for 3 weeks. MCD diet fed mice were randomly distributed into two groups followed by ad libitum NaBu (100 mM in drinking water) given as therapy for 3 weeks (*n* = 6/group). Schematic representation of in vivo therapeutic study (**A**). Body weight over the entire period of experimental regimen; ^#^*P* < 0.05 (**B**). Liver weight (**C**) and serum AST and ALT (**D**). qPCR analysis for mentioned genes from liver and gene expression normalized to 18S (**E**). H&E, sirius red, IF staining of cleaved caspase 3 and F4/80 of liver sections (left) (H&E, sirius red, scale bars: 200 μm); Quantifications of sirius red area, CC3+ cells and F4/80 positive cells (right) (**F**). **G**–**I** LMs stimulated with LPS for 16 h followed by NaBu treatment for 8 h. qPCR analysis for mentioned genes normalized to 18S (**G**), expression of CC3 via immunoblotting (**H**), and expression of CC3 via immunofluorescence microscopy (left), quantification of CC3+ puncta per cell (right) (**I**). Values were presented as mean ± SD, *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001; ns, not significant.

## Discussion

The importance of gut-liver axis that includes gut microbial dysbiosis, altered microbial metabolites and increased gut epithelial permeability in the pathogenesis of NAFLD and NASH has now been established [1]. Among the large repertoire of microbial metabolites three SCFAs namely butyrate, propionate, and acetate have been shown to influence multiple facets of NASH pathogenesis. Although butyrate or NaBu has recently emerged as a potent agent to mitigate NASH [14], the molecular underpinning and particularly its role in the inflammatory axis of NASH pathogenesis are not known. In this study, we have unraveled the hitherto unknown molecular and cellular mechanisms and established NaBu as a potential therapeutic agent in NASH.

NaBu confers protection of LPS-induced acute liver injury and reduction of inflammatory response in intestinal macrophages and in PBMC, respectively, by involving GPR43/β arrestin-2/NF-κB axis [34] and nuclear translocation of p65 [35]. However, we did not find involvement of either the NaBu receptors (GPR41/43) or LPS-induced nuclear translocation of p65 for aforementioned robust anti-inflammatory effect putatively because of different experimental and disease contexts. Moreover, using different macrophages including LM, BMDM, and RAW264.7, we showed that mechanism of anti-inflammatory activity of NaBu is indeed generic for divergent macrophages lineage. NaBu is also a gut microbiota-derived immunomodulatory metabolite that could function as HDAC inhibitor to enhance iTreg differentiation by enhancing histone acetylation [13]. Deacetylase activity of HDAC is, however, not exclusively restricted to histone proteins but also involves deacetylation of non-histone proteins including p65. As NaBu is a known as HDAC inhibitor [13, 23] it could thereby modulate acetylation of p65 to alter cellular function. We showed enhanced acetylation rather restoration of p65 acetylation status upon NaBu treatment both in vitro and in vivo. Consistent with published data we also found that among the HDAC superfamily selective HDAC3 inhibitor RGFP966 has potent anti-inflammatory effect [36]. However, converse to NaBu, RGFP966 did not induce apoptosis of proinflammatory macrophages, indicating a HDAC3 independent death induction mechanism of proinflammatory macrophages.

NaBu treatment led to transition of macrophage phenotype in such a way that they mimic a few functional features of alternatively activated M2 macrophage with reduced phagocytosis property, modified actin cytoskeletal architecture, and compromised mitochondrial function without robust induction of anti-inflammatory gene sets. Although NaBu has been shown to facilitate M2 polarization [37], we find no or minimal impact of NaBu augmenting the IL-4 and IL-13 mediated M2 polarization of macrophage. However, we have identified emergence of M2 macrophage population in NaBu-fed livers. Together, these results indicate that anti-inflammatory effects of NaBu are at best modest in nature. In contrast, NaBu elicits a strong anti-inflammatory response to LPS stimulation and polarization to classically activated M1 macrophage. M2 polarized Kupffer cells could induce apoptosis of M1 Kupffer cells and thereby mitigates the progression of alcoholic as well as non-alcoholic fatty liver disease [33]. We observed a significantly reduced absolute number of macrophages along with a relative increase in M2 cells in NASH livers fed with NaBu suggesting that NaBu specifically induced apoptosis of proinflammatory macrophages. Moreover, the altered secretome of NaBu-treated macrophages had similar apoptosis inducing response on isolated proinflammatory LMs. Of note, following the T-helper cell phenotypes, classification of M1 and M2 macrophage populations based on certain markers in vitro does not necessarily represent the complex milieu of immunometabolic diseases including NASH [38]. We therefore surmise that NaBu skews macrophages in a way that may not recapitulate the fully polarized LM populations but toward a ‘prohealing’ phenotype that subsequently led to favorable therapeutic outcome.

NaBu thus exhibits preventive as well as therapeutic effects in diet-induced murine NASH by mitigating inflammatory insults through curtailing proinflammatory macrophage recruitment, induction of alternatively activated M2-like macrophages and reduction of number of LMs. Notably, the anti-inflammatory activities of NaBu are attributed to at least three cellular events, viz. suppression of LPS-mediated proinflammatory gene expression, emergence of anti-inflammatory or prohealing phenotype and induction of apoptosis of proinflammatory macrophages. The latter is mediated by a reconditioned secretome of the prohealing macrophages through both autocrine and paracrine modes. At the molecular level, these cellular phenomena are mediated via augmented acetylation of transcription factor p65-dependent differential chromatin recruitment and trancriptomic rewiring (Fig. 7). Our work is also relevant in the clinical context, as fecal transplantation from lean individual to obese patients leads to the predominance of butyrate producing *Roseburia intestinalis* colonization and thereby modulating the gut microbial ecology indirectly or by direct butyrate production leading to the better clinical prognosis of NAFLD [39]. Our study thus opens up new therapeutic opportunities in NASH by targeting the gut-liver axis and exploiting the microbial metabolites.

**Fig. 7:**
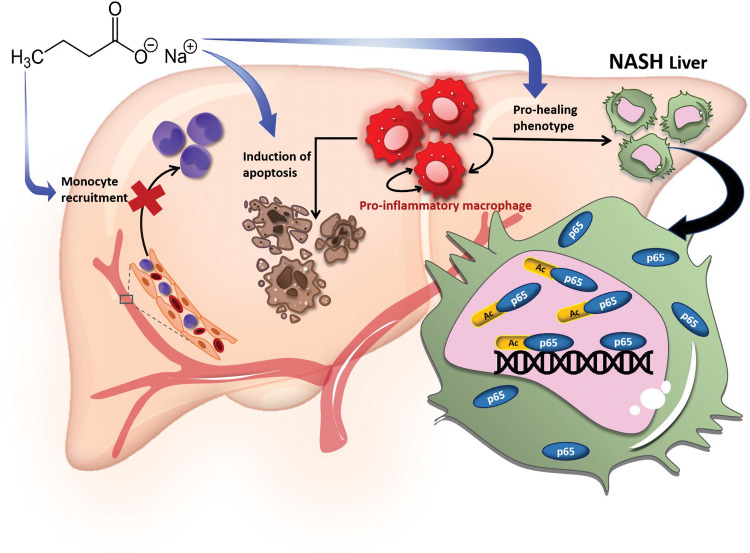
Schematic of the mechanism of NaBu in amelioration of NASH. NaBu ameliorated inflammatory insults of NASH by inhibiting proinflammatory macrophage infiltration, modulating polarization status as well as by inducing apoptosis of proinflammatory macrophages (blue arrows). The molecular mechanism of mitigated inflammatory response is hyperacetylation of p65 and its differential recruitment to proinflammatory gene promoters.

## Materials and methods

### Animals

Protocols for animal experiments were approved by Institutional Animal Ethics Committee at CSIR-IICB under the aegis of Committee for Control and Supervision of Experiments on Animals (CPCSEA), Ministry of Environment and Forest, Government of India. Wild type 6–8-week-old C57Bl/6 male mice were housed at individually ventilated cages, with 12 h light/dark cycle at 22 ± 1 °C with ad libitum food and water. Random allocation method was used to segregate mice for different experimental groups and no blinding method was used during the experimental procedure. There was no specific exclusion criteria. To induce NASH pathogenesis, mice were fed with MCD diet for 2 weeks with simultaneous NaBu oral gavage for preventive model and for therapeutic model, 100 mM NaBu in drinking water given ad libitum for last 3 weeks of six weeks MCD diet. Blood samples were collected by cardiac puncture and serum was separated after clotting for biochemical analysis and isolated livers were cut into small pieces for downstream experiments.

### Liver enzyme assay

Serum aspartate aminotransferase (AST) and alanine aminotransferase (ALT) levels were measured using the kinetic method by commercially available kit (Randox Laboratories).

### Triglyceride estimation

Lipids were extracted from liver tissue using hexane/isopropanol (3:2, v/v) solution and triglyceride was estimated by using a kit (Randox Laboratories). Triglyceride content was normalized with respective liver weight before extraction.

### Histology, picro sirius red staining, and immunofluorescence (IF)

Paraffin-embedded liver tissue sections (thickness; 5 μm) were deparaffinised, rehydrated and processed for haematoxylin and eosin staining. For semiquantitative analysis of liver fibrosis liver sections were stained for 90 min in 0.1% (W/V) Sirius Red in saturated aqueous solution of picric acid followed by washing in acidified water. Images were taken with Evos XL Core, Invitrogen light microscope. For IF in tissue sections antigen retrieval was done by heating the slides with acidic sodium citrate buffer in microwave to aid antibody binding followed by primary antibody incubation overnight at 4 °C. Hoescht was used for counterstaining and images were taken under Leica TCS SP8 STED microscope.

### Phagocytosis assay

GFP expressing *E. coli* was induced with 100 mM IPTG for 3 h in log phase. GFP *E. coli* were supplemented at a ratio of 100 bacteria/macrophage (RAW264.7). Cells were co-incubated for 3 h at 37 °C with 5% CO_2_ to allow the bacterial uptake. Phagocytosis was stopped by adding 500 µl of ice-cold PBS followed by nuclear staining with Hoechst (Invitrogen) and viewed under Leica TCS SP8 STED microscope.

### DyLight Phalloidin staining

4% paraformaldehyde-fixed cells were treated with DyLight Phalloidin (CST, MA, USA; dilution 1:200) and 25 μg/ml Hoechst (Invitrogen) were added to the cells and incubated at 37 °C for 15 min under dark conditions. Images were taken by using Leica TCS SP8 STED microscope.

### Cell culture

LMs were isolated by in situ digestion with 0.5 mg/ml Collagenase D and resultant cell suspension was filtered through a 70 µm cell strainer and centrifuged at 250 × *g* for 5 min. The cell pellet was washed with RBC lysis buffer followed by washed in DMEM with 10% FBS, seeded onto tissue culture plates, and allowed to adhere for minimum 8 h. Non-adherent cells were removed by several washes with PBS. To isolate BMDM, dissected femur bones were kept in ice-cold PBS. A syringe filled with ice-cold PBS was used to flush out the bone marrow cells and filtered through a 70 µm nylon cell strainer to remove debris. The filtrate was centrifuged at 500 × *g* for 5 min at 4 °C, the supernatant was washed with ice-cold RBC lysis buffer and cultured in DMEM complete media with 15% of L929 cell supernatant. Cells were incubated at 37 °C with 5% CO_2_ for 3 d and were allowed to grow followed by media change with complete DMEM with 15% L929 supernatant media. Downstream experiments were done after 7 d to allow complete differentiation of BMDM. RAW264.7 (Murine peritoneal macrophage cell line purchased from ATCC) was cultured in high glucose DMEM with 10% FBS containing 1% antibiotic antimycotic solution. Media composition of the L929 and HE293A cells are same as RAW264.7 cells but for subculture purpose, 0.1% trypsin EDTA solution was used for detaching the cells. The L929 cells were used to prepare conditioned media (in FBS null media for 7 d to induce secretion of M-CSF) used for BMDM differentiation.

### Inflammasome activation

RAW264.7, LMs, and BMDM cells were primed with LPS at a concentration of 1 µg/ml for 4 h and treated with 5 mM ATP was given for 30 min as described earlier [40].

### ATP content

From cellular lysates, ATP was measured by using ATP Determination Kit (Thermo Fisher Scientific) according to the manufacturer’s protocol and was normalized with the amount of total protein. Luminescence was measured using the Synergy H1 Hybrid reader (Biotek).

### Cytokine measurement

Levels of mouse TNF-α and IL-6 were determined in culture supernatants using commercially available ELISA kits (R&D Systems), according to the manufacturer’s instructions.

### Oxygen consumption rate (OCR)

Mitostress assay was performed by washing and incubating the cells (25000 cells/ well) with XF Assay medium (supplemented with 20 mM glucose, 1 mM sodium pyruvate, and 1 mM glutamate, and without sodium bicarbonate) for 1 h. Final concentration of 2.5 mM of oligomycin, 1.5 mM of FCCP [carbonyl cyanide-4-(trifluoromethoxy)phenylhydrazone], and 1 mM each of rotenone and antimycin A was injected over 100 min to measure the respiration at different stages. Assay was normalized with total protein and analysis was done with XFe 2.0.0 software (Seahorse Biosciences).

### Immunoprecipitation

Cells were harvested in lysis buffer (50 mM Tris, 100 mM NaCl, 0.2 mM EDTA, 0.2 mM EGTA, 1% Triton X-100 with protease and phosphatase inhibitor cocktail). 40 μl of Protein A magnetic beads along with 500 μg of cell lysate and immunoprecipitation compatible primary antibody (1:50 dilution, CST) were incubated overnight at 4 °C in an orbital shaker. Immune complexes were separated by using magnetic GrIP RAC followed by three washes with lysis buffer and eluted proteins were analyzed by immunoblotting.

### Subcellular fractionation

RAW264.7 cells were harvested, centrifuged at 100 × *g* at 4 °C to pellet down and resuspended in Buffer 1 [150 mM NaCl, 50 mM HEPES pH 7.4, 25 µg/ml digitonin, protease inhibitor] followed by centrifugation to isolate cytosolic fraction in supernatant. Pellet was resuspended in Buffer 2 [150 mM NaCl, 50 mM HEPES, pH 7.4, 1%NP40, protease inhibitor] and incubated for 30 min followed by centrifugation at 7000 × *g* to pellet down and supernatant consisting of mitochondrial fraction. The pellet was resuspended in Buffer 3 [150 mM NaCl, 50 mM HEPES, 0.1% SDS, pH 7.4 with protease and phosphatase inhibitor] and vortexed periodically for 30 min followed by incubation at 4 °C for 1 h then centrifuged at 7000 × *g* for 10 min. Supernatant was collected containing the nuclear fraction.

### Flow cytometry

To assess different populations of macrophages from isolated LMs, cells were incubated with Mouse Seroblock (F_C_ receptor blocker) for preventing false-positive immunofluorescent signaling. For staining cell surface markers (CD45, F4/80/CD11b), cells were incubated with the antibody at1:100 dilutions in FACS buffer (0.5% BSA in PBS) for 30 min at 4 °C in dark. For intracellular marker staining of CD206, surface markers were stained before fixation/permeabilization (BD Cytofix/Cytoperm Kit, BD Biosciences). BD LSRFortessa was used for the assay and analysis was done with FlowJo software (BD Bioscience). For setting gates, unstained samples were used.

### Immunoblotting

Total cellular and tissue protein was prepared with lysis buffer containing 50 mM Tris-HCl (pH 7.4), 100 mM NaCl, 1 mM EDTA, 1 mM EGTA, and 1% Triton X-100 with protease/phosphatase inhibitor cocktail (Calbiochem). Protein samples were separated by SDS-PAGE and transferred to Immobilon-P membranes (Millipore). For detection, membrane was blocked with 5% non-fat dry milk in TBST for 1 h, followed by incubation with the specific primary antibody at 4 °C overnight and with horseradish peroxidase-labeled secondary antibodies for 1 h at room temperature. Signals were detected by chemiluminescence with Clarity Max^TM^ Western ECL substrate (Bio-Rad Laboratories) and scanned with a ChemiDocMP System (Bio-Rad). Details of antibodies used in this study are provided in Supplementary Table 1.

### qPCR

Total cellular as well as liver tissue RNA was isolated using Trizol (Thermo Fisher Scientific), cDNA was prepared from 1 µg of RNA by using e iScript First-Strand Synthesis Kit (Bio-Rad Laboratories). Quantification of gene expression was done by using SYBR green (Bio-Rad Laboratories) in Light Cycler 96 Real-Time PCR (Roche Diagnostics, Basel, Switzerland). Gene expression was normalized with 18 S rRNA expression by the ΔΔC_t_ method. Primer sequences are provided in Supplementary Table 2.

### Small interfering RNA transfection

Transient knockdown assay was performed by transfecting RAW264.7 cells with 30 pmol and 50 pmol of small interfering RNAs (siRNAs) specific for the HDAC3 gene against the sequences 1# 5’-GGAGCUGCUUAAGUACCACCCUC-3’, 2# 5’-GUGGCUACACUGUCC GAAAUG-3’ and 3# 5’-GGCAGACCUCCUGACGUAUG-3’ (Eurogentec, Liege, Belgium) by Lipofectamine^TM^RNAiMAX transfection reagent (Thermo Fisher Scientific).

### Chromatin Immunoprecipitation sequencing (ChIP-seq)

4 × 10^6^ RAW264.7 cells were used for ChIP assay using SimpleChIP® Enzymatic Chromatin IP Kit (9003S, Cell Signalling Technology) according to manufacturer’s protocol. Briefly, fixation and crosslinking of cells were done by 1% formaldehyde followed by glycine treatment. For nuclei preparation and chromatin digestion, two separate buffers were used containing DTT and Micrococcal Nuclease was used followed by sonication to disrupt the nuclear membrane. ChIPs were done with NF-κB p65 antibody (8242S, Cell Signalling Technology, MA, USA) in 1X ChIP buffer with ChIP grade Protein G magnetic bead. Elusion was done by heating the samples at 65 °C for 30 min followed by reversal of crosslinking by 5 M NaCl and Proteinase K. After DNA purification PCR was performed to check the promoter recruitment of p65 in specific genes for visualization agarose gel. ChIP-seq experiments were performed in two independent experimental replicates. Sequencing reads were aligned to the mm39 genome using Bowtie2 and further sorted using sambamba [41, 42]. MACS2 2.2.6 was used for peak calling. For both the treatments, peak calling was performed against the control bams and *p*-value set at 0.001. Further peak calls were combined using IDR 2.0.3 [43]. The combined peaks were then annotated using HOMER (v4.11.1) into GO categories [44]. To find out the differential binding between the two experimental groups DESeq2 was used from the DiffBind R package. The MA plot was constructed using the same package. Finally, for GO enrichment the chipenrich R package was used. Also all statistical tests have been performed in R (4.0.2).

### RNA sequencing and analysis

Isolated cDNA samples in triplicate were used for mRNA sequencing. A modified NEBNext RNA Ultra II directional protocol was used to prepare the libraries. Prepared libraries were sequenced on Illumina HiSeqX to generate 2 × 150 bp reads/sample. The raw reads were filtered using Trimmomatic for quality scores and adapters. Filtered reads were aligned to the Mus musculus genome using splice aware aligners like HISAT2 to quantify reads mapped to each transcript. Total numbers of uniquely mapped reads were counted using feature counts. VST normalization was done by using Deseq2 package in R. Differential expression analysis was done using Limma on Phantasus. Genes with an adjusted *p*-value < 0.05 were considered for further downstream analysis.

### Statistical analysis

Data represented as mean ± SD and Graphpad Prism 8 software was used for statistical analysis and representation. Unpaired two-tailed *t*-test and ANOVA were used to calculate statistically significant differences between two groups and for more than two groups, respectively. The cut-off value of *P* ≤ 0.05 was considered significant. No statistical methods were used to predetermine the sample size and variance.

## Supplementary information

Supplemental information

Original Data File

Checklist

## Data Availability

Mouse transcriptomic and ChIPseq data is available at the GEO repository (Accession number: GSE219094).

# Supplementary material for: Butyrate limits inflammatory macrophage niche in NASH
**Source:** Cell Death Dis. 2023 May 18;14(5):332. doi: 10.1038/s41419-023-05853-6
**Supplement:** Supplementary file 1 — Supplemental information

Supplementary Information

**Butyrate limits inflammatory macrophage niche in NASH**

Ankita Sarkar^1@^, Priya Mitra^1^, Abhishake Lahiri^2^, Tanusree Das^1^, Jit Sarkar^3^, Sandip Paul^4^,

Partha Chakrabarti^1@*^

^3^ Elucidata, New Delhi, India

**Supplementary Table 1. Antibodies used.**

| **S. No.** | **Antibody** | **Company** | **Cat. No.** |
| --- | --- | --- | --- |
| 1. | TNF-α | CST | 11948S |
| 2. | β-Actin | Sigma-Aldrich | A5316 |
| 3. | IKKα | CST | 11930 |
| 4. | IKKβ | CST | 8943 |
| 5. | Phospho-IKKα/β | CST | 2697 |
| 6. | Phospho- NF-κB p65 | CST | 3033 |
| 7. | IκBα | CST | 4814 |
| 8. | Phospho- IκBα | CST | 2859 |
| 9. | NF-κB p65 | CST | 8242 |
| 10. | Acetyl-NF-κB p65 | CST | 12629S |
| 11. | Arg1 | CST | 93668S |
| 12. | Histone H3 | CST | 4499S |
| 13. | Cleaved Caspase3 | CST | 9661S |
| 14. | Stat1 | CST | 14994S |
| 15. | Phospho-Stat1 | CST | 9167S |
| 16. | Stat2 | CST | 72604 |
| 17. | Phospho-Stat2 | CST | 88410 |
| 18. | Stat3 | CST | 4904P |
| 19. | Phospho-Stat3 | CST | 9145S |
| 20. | Alexa 647  Cleaved Caspase3 | CST | 9602S |
| 21. | Inos | CST | 13120S |
| 22. | FITC. F4/80 | Invitrogen | 11-4801-82 |
| 23. | VioBlue. CD45 | MiltenyiBiotec | 130-110-802 |
| 24. | APC. CD11b | Invitrogen | 17-0112-82 |
| 25. | Pacific Blue. CD206 | Bio-Rad | MCA2235PB |
| 26. | PE-Cyanine7. CD80 | Invitrogen | 25-0801-82 |
| 27. | Cleaved IL-1β | CST | 52718S |
| 28. | Anti-Mouse IgG | Invitrogen | 31430 |
| 29. | Anti-Rabbit IgG | Invitrogen | 31460 |

**Supplementary Table 2.Primers for quantitative real time PCR and ChIP**

| **Genes** | **Forward Primer (5’-3’)** | **Reverse Primer (5’-3’)** |
| --- | --- | --- |
| *Tnf* | AATGGCCTCCCTCTCATCAGTT | CCACTTGGTGGTTTGCTACGA |
| *ll1b* | GGAGAACCAAGCAACGAC | GTACCAGTTGGGGAACTCTG |
| *ll6* | CCTCTGGTCTTCTGGAGTA | TTAGCCACTCCTTCTGTG |
| *Chil3*[Ym1] | TAAGGATGGCTACACTGG | CCAGTCTTAGAAGGGTCAC |
| *Retnla*[FIZZ1] | CCACTGTAACGAAGACTCTC | TCCAGTCAACGAGTAAGC |
| *Arg1* | CCAATGGTCAGGTTGATTCC | CCCACCCAGTGATCTTGACT |
| *RN18S* | GTTGGTTTTCGGAACTGAGG | TCGTTTATGGTCGGAACTACG |
| *Hdac3* | AATGTGCCCTTACGAGATGG | GTAGCCACCACCTCCCAGTA |

| **Genes** | **Forward Primer (5’-3’)** | **Reverse Primer (5’-3’)** |
| --- | --- | --- |
| *Tnf*promoter | CGGGGAGTCATACGGATTGG | TGAGTTTTCCACGGAGCCTC |
| *ll1b* promoter | TTCTGGGTGTGCATCTACGT | GTCATCGTGGTGGAAATGGG |
| *ll6* promoter | AGCACACTTTCCCCTTCCTA | ATCTTTGTTGGAGGGTGGGG |

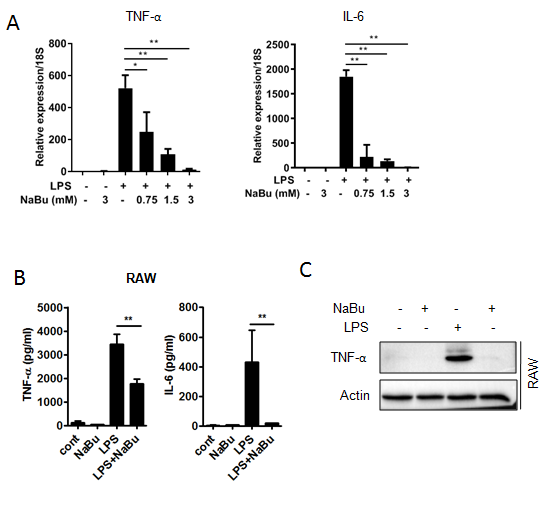

**Supplementary Figure 1. NaBu suppressed LPS induced RAW264.7cell activation**

RAW264.7 cells were pretreated with NaBu (doses 0.75, 1.5 and 3 mM) for 30 min followed by LPS (1μg/ml) stimulation for 4 h.(A) mRNA expression of TNF-α and IL-6 relative to 18S was analyzed.(B) Supernatants of aforementioned treatment conditions were analyzed for the presence of TNF-α and IL-6 by ELISA. (C) Expression of TNF-α was assessed by immunoblotting.Values were presented as mean ± SD, *P < 0.05; **P < 0.01.

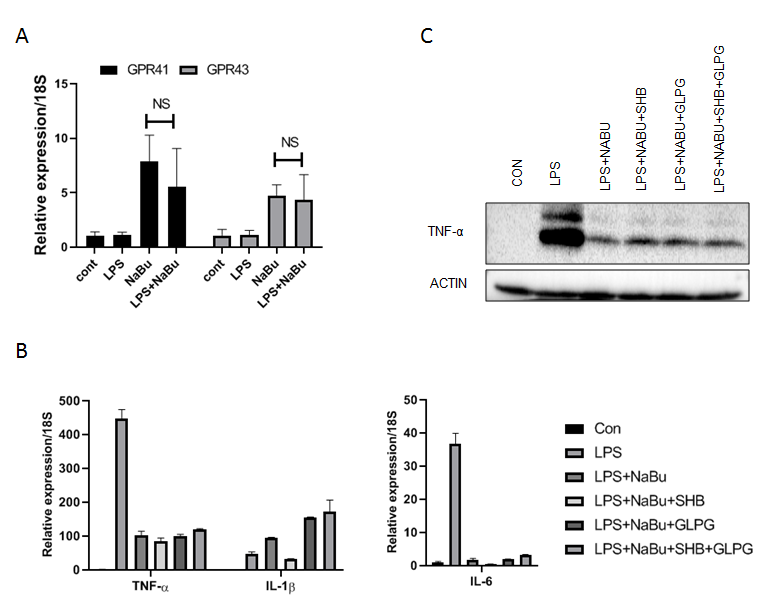

**Supplementary Figure 2. Anti-inflammatory function of NaBu is Independent of GPR41 and GPR43.**

(A) Gene expression of GPR41 and GPR43 relative to 18S in NaBu pre-treated RAW264.7 cells followed by 4 h of LPS (1µg/ml) stimulation.(B-C) RAW264.7 cells were pretreated withSodium 3-hydroxybutyrate (SHB) 5 mM [GPR41 antagonist] and GLPG0974 4 μM [GPR43 antagonist] individually and in combination followed by30 min NaBu (3 mM)and 4 h LPS (1µg/ml) stimulation (B) Gene expression analysis ofTNF-α, IL-1β, and IL-6, normalized to 18S expression (C) Immunoblot analysis of TNF-α.

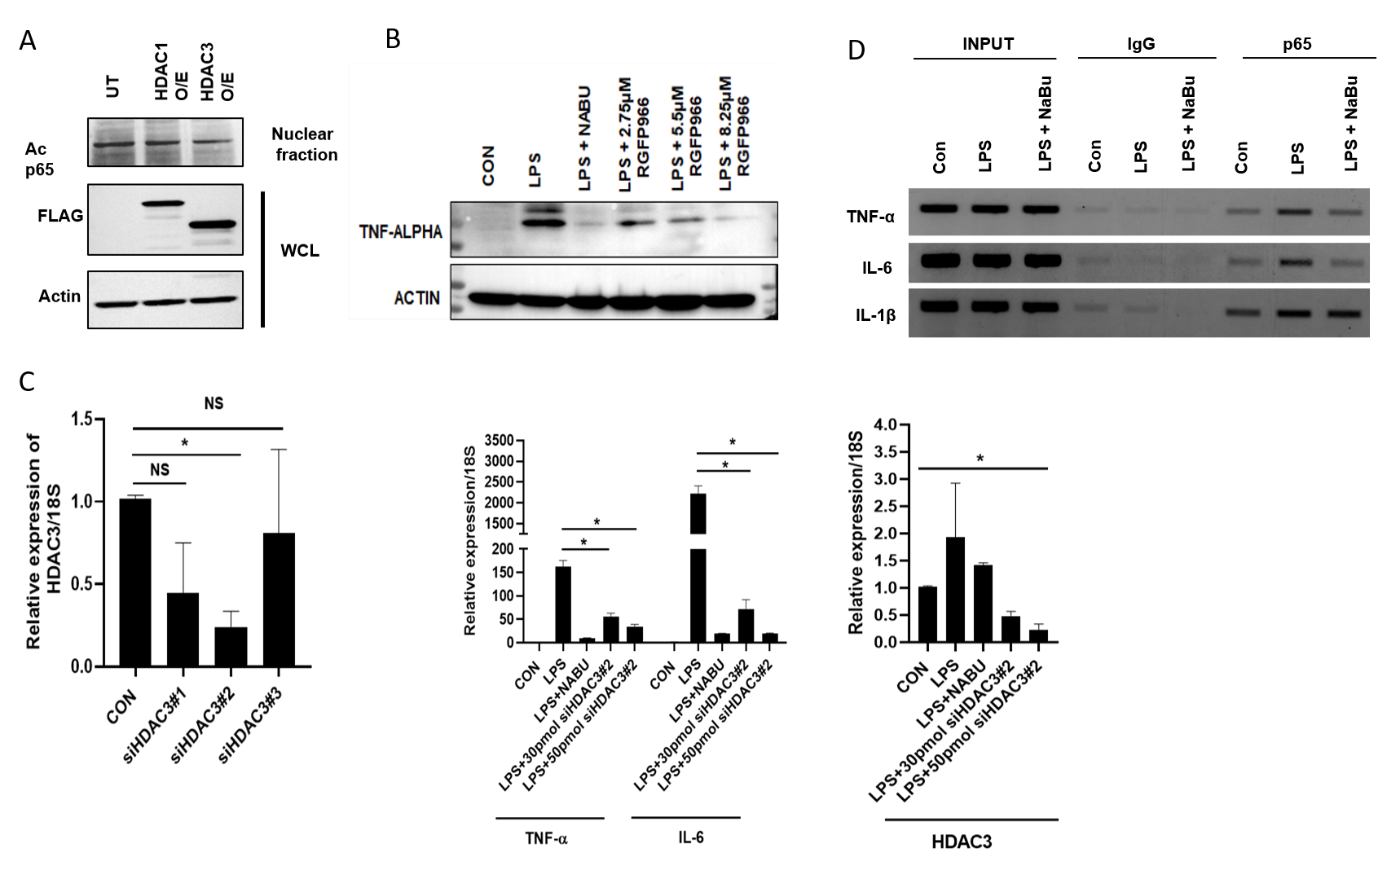

**Supplementary Figure 3. HDAC dependent p65 acetylation and chromatin recruitment.**

(A) HDAC1 and HDAC3 were overexpressed in HEK293A cells followed by subcellular fractionation and acetylated p65 levels were assessed by immunoblotting in nuclear fraction. (B) Immunoblot analysis of TNF-α in NaBu pretreated RAW264.7 cells followed by 4 h of LPS (1µg/ml) stimulation in the presence of RGFP966. (C) siRNA mediated HDAC3 knockdown using three different sequences. Pro-inflammatory gene (TNF-α, IL-6) expression analysis in the background of HDAC3 knockdown (sequence #2) followed by LPS (1µg/ml) activated RAW264.7 cells. (D) p65 recruitment to the TNF-α, IL-6 and IL-1β promoter was assessed by ChIP.

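The ChIP-PCR primers of Supplementary Table 2 were matched to the GRCm39 sequence, the build of the reference at hand, to show where each product lies. The Tnf product spans chromosome 17 from 35421714 to 35421822 (109 bp), 731 to 839 bp upstream of the Tnf TSS. The Il6 product spans chromosome 5 from 30217931 to 30218054 (124 bp), 58 to 181 bp upstream of the Il6 TSS, and reads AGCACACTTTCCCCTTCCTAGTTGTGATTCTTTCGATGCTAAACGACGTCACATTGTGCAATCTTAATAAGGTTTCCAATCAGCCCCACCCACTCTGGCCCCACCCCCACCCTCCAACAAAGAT on the plus strand. The Il1b product spans chromosome 2 from 129213282 to 129213429 (148 bp), 223 to 370 bp upstream of the Il1b TSS. None of the 3 products holds the NF-κB motif GGGRNNYYCC (0 matches in each). In the ChIP-seq lists, measured by distance to the TSS, a p65 peak lay within 1000 bp of the Tnf product in LPS replicates 1 and 2 and LPS+NaBu replicate 1, of the Il6 product in LPS replicate 2 and of the Il1b product in all 4 libraries. The PCR measures the chromatin around a product, whose size after nuclease digestion and sonication sets how far from a bound site the product can lie. The gel values of the PCR itself are not analysed here.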

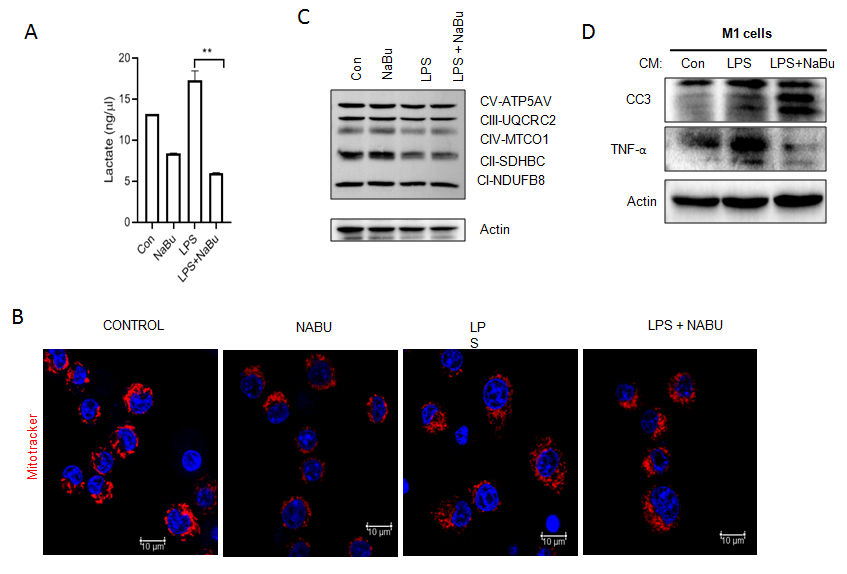

**Supplementary Figure 4. NaBu mediated metabolic regulation in RAW264.7 cells**

(A) Lactate levels were determined in NaBu (3 mM) pre-treated RAW264.7 cells followed by 4 h of LPS (1µg/ml) stimulation. (B)NaBu (3 mM) pre-treated RAW264.7 cells followed by 4 h of LPS (1 µg/ml) stimulation,incubated with 100 nM membrane potential–dependent MitoTracker Red CMX ROS for 30 min. Accumulation of MitoTracker Red was analyzed by f Confocal microscope. Hoechst (5µg/ml) was used to stain nuclei. (C) Expression of respiratory complex proteins. (D)Expression of CC3 and TNF-α by immunoblotting in RAW264.7 stimulated with LPS (1μg/ml) and IFN-ɣ (50ng/ml) for 16h followed by treated with conditioned media of control, LPS and LPS+NaBu treated RAW264.7 cells for 10 h.Values were presented as mean ± SD, **P < 0.01.

# Supplementary material for: Butyrate limits inflammatory macrophage niche in NASH
**Source:** Cell Death Dis. 2023 May 18;14(5):332. doi: 10.1038/s41419-023-05853-6
**Supplement:** Supplementary file 2 — Original Data File

Full and uncropped western blot for Figure 1B

TNF- $\alpha$

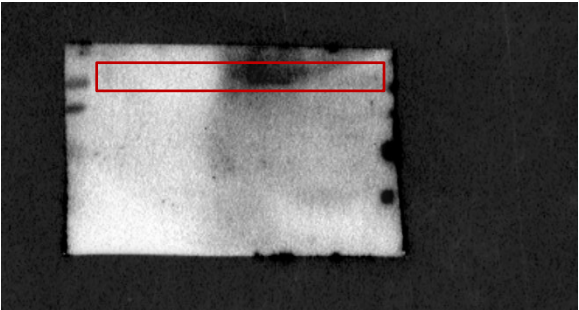

Actin

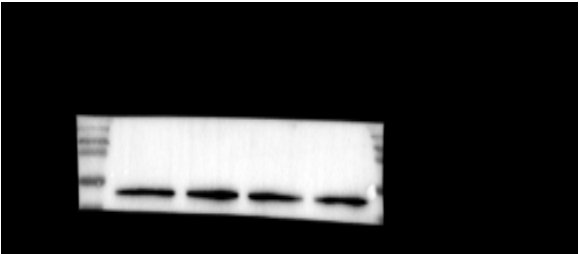

Full and uncropped western blot for Figure 1D

C. IL-1 $\beta$

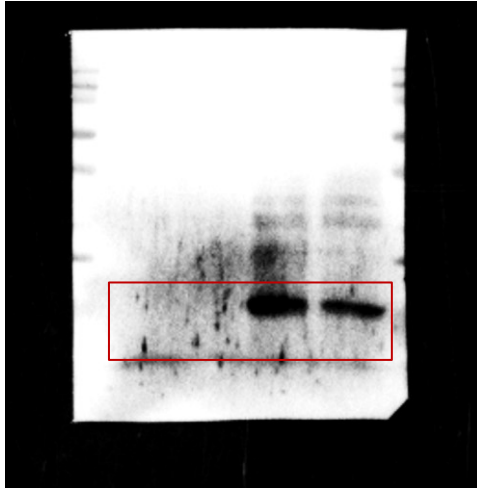

Full and uncropped western blot for Figure 1F

TNF- $\alpha$

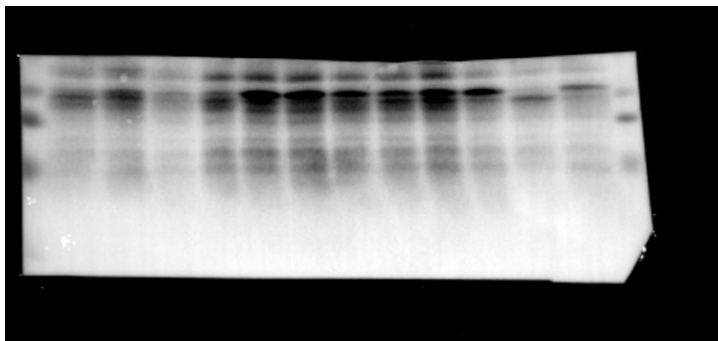

Actin

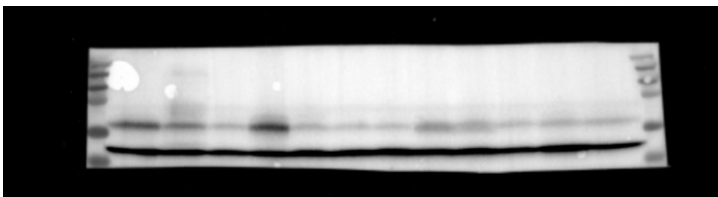

## Full and uncropped western blot for Figure 2C

TNF- $\alpha$

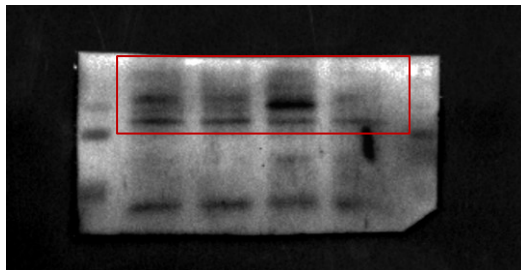

Actin

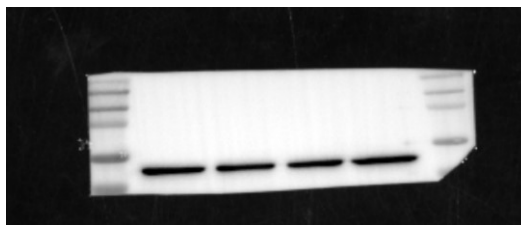

## Full and uncropped western blot for Figure 2E

TNF- $\alpha$

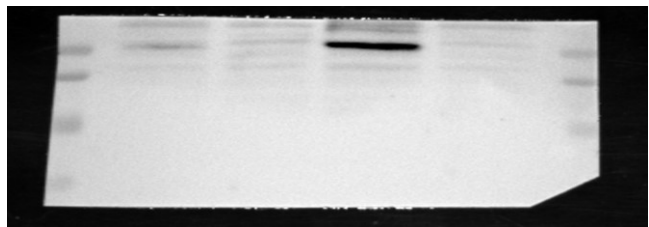

Actin

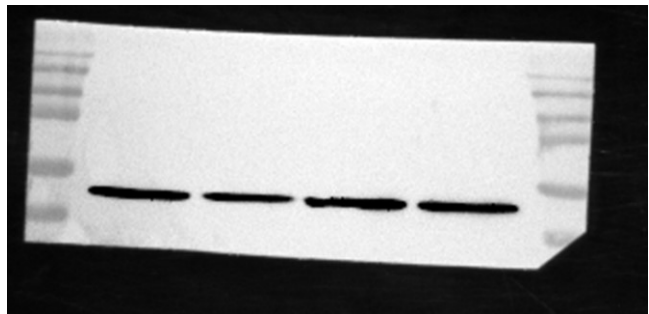

# Full and uncropped western blot for Figure 2G

Arg1

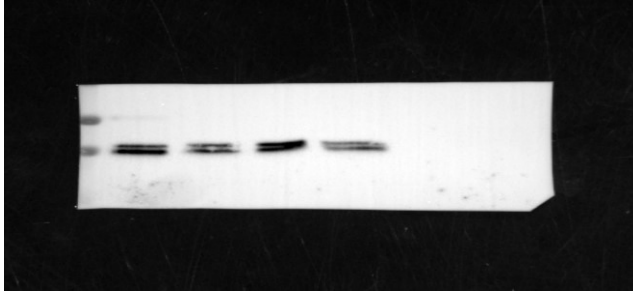

Actin

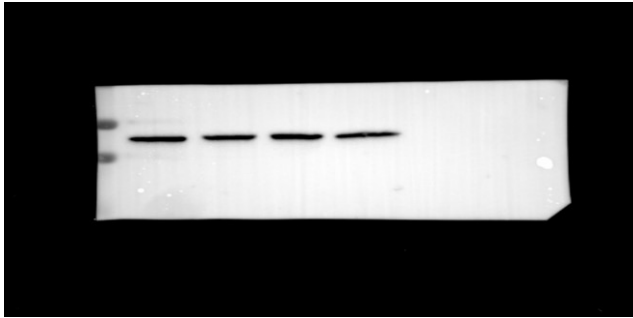

Full and uncropped western blot for Figure 3A

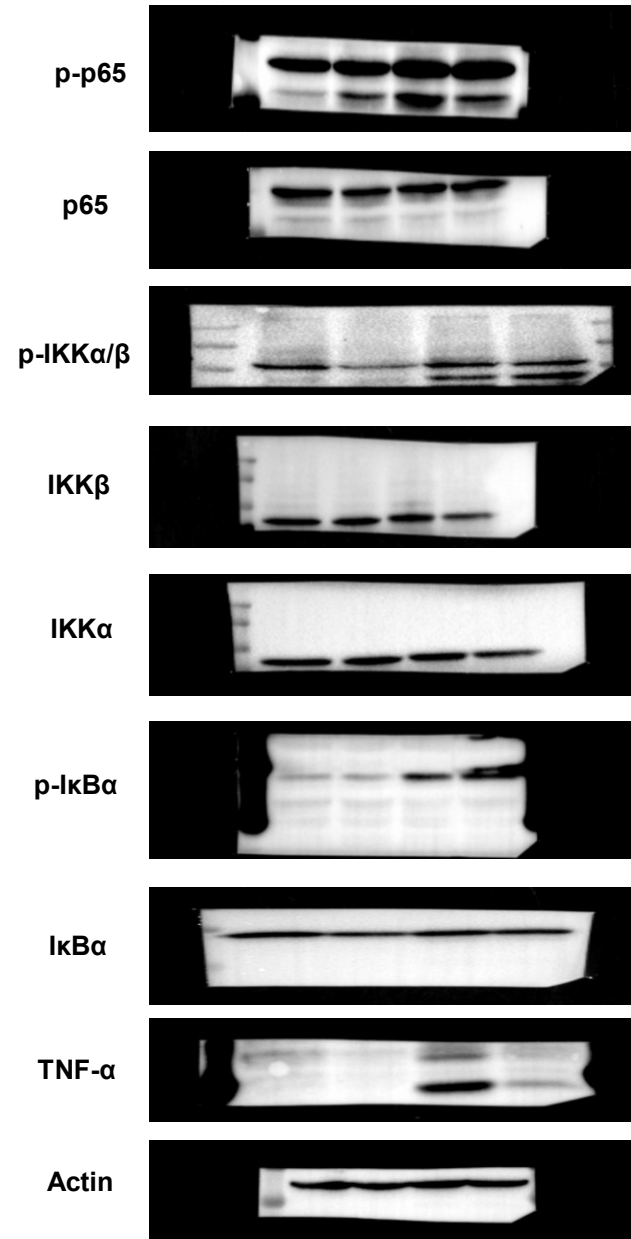

Full and uncropped western blot for Figure 3C

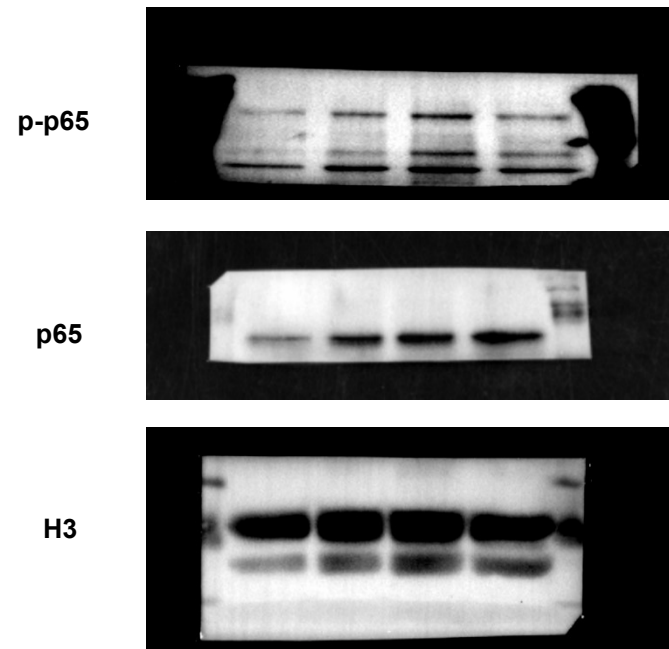

# Full and uncropped western blot for Figure 3D

Ac p65

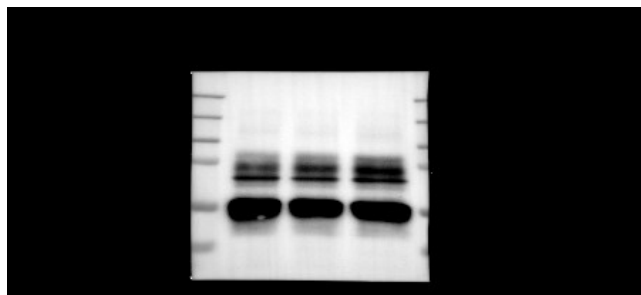

p65

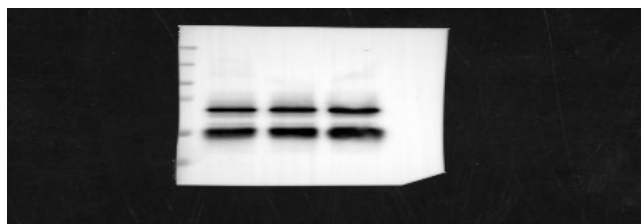

p65

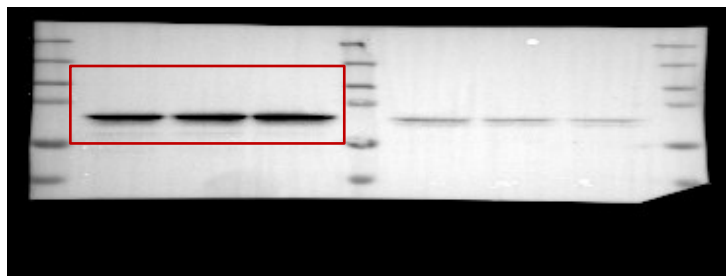

Full and uncropped western blot for Figure 3E

Ac p65

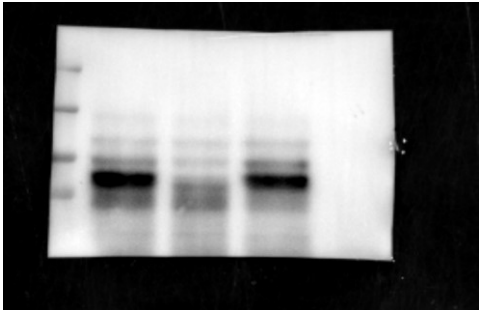

p65

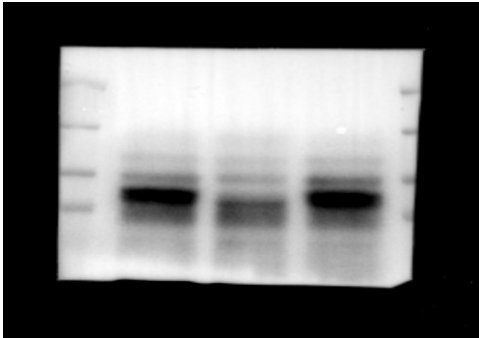

p65

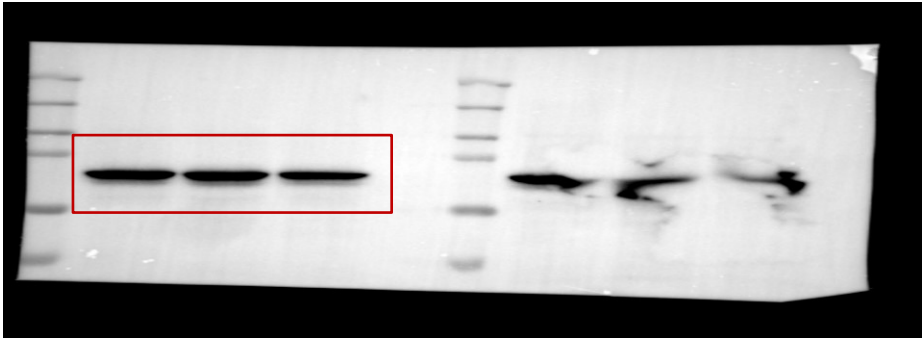

# Full and uncropped western blot for Figure 3F

Ac p65

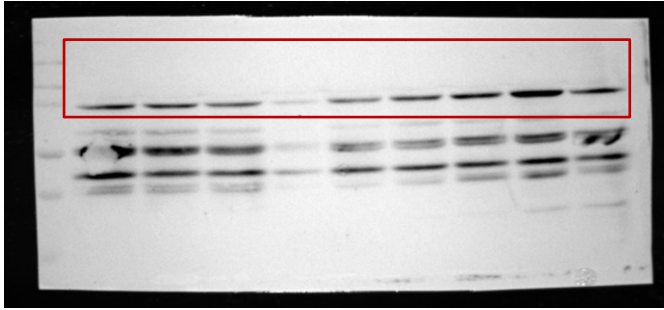

p65

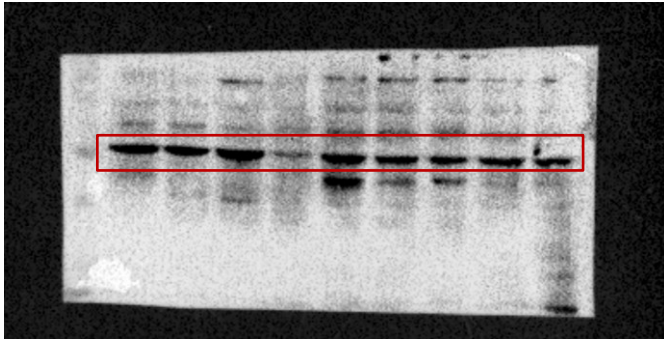

Actin

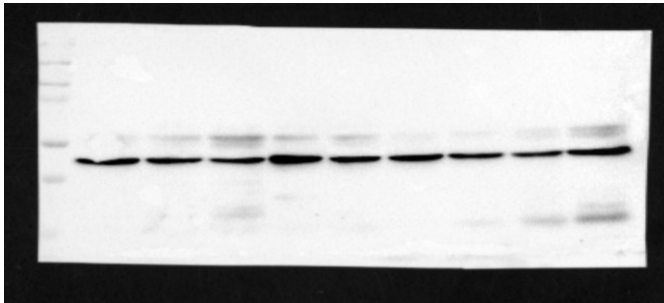

Full and uncropped western blot for Figure 4G

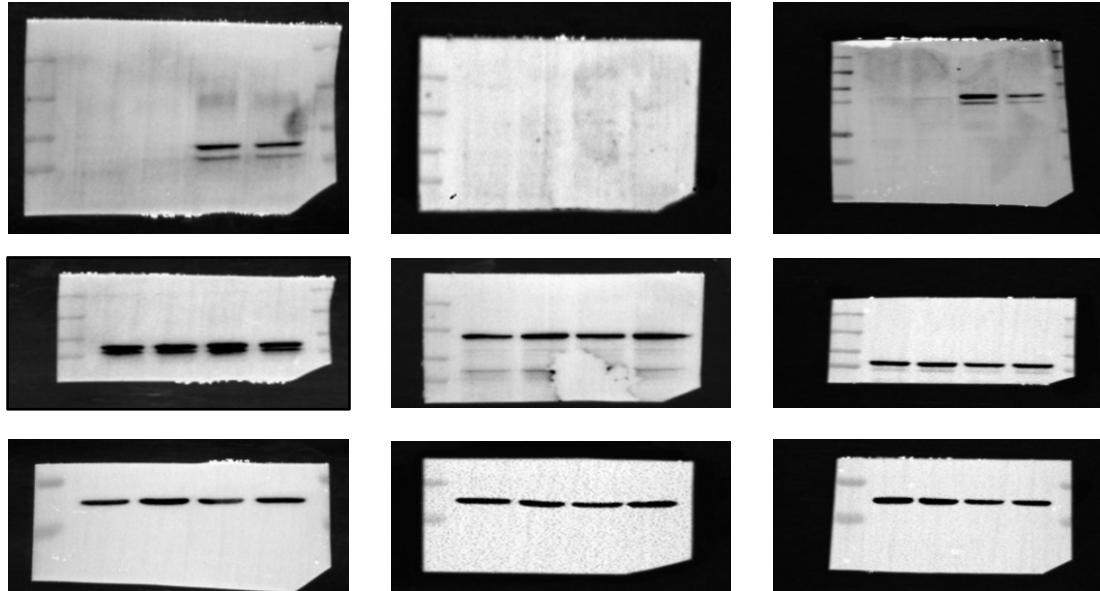

Full and uncropped western blot for Figure 5C

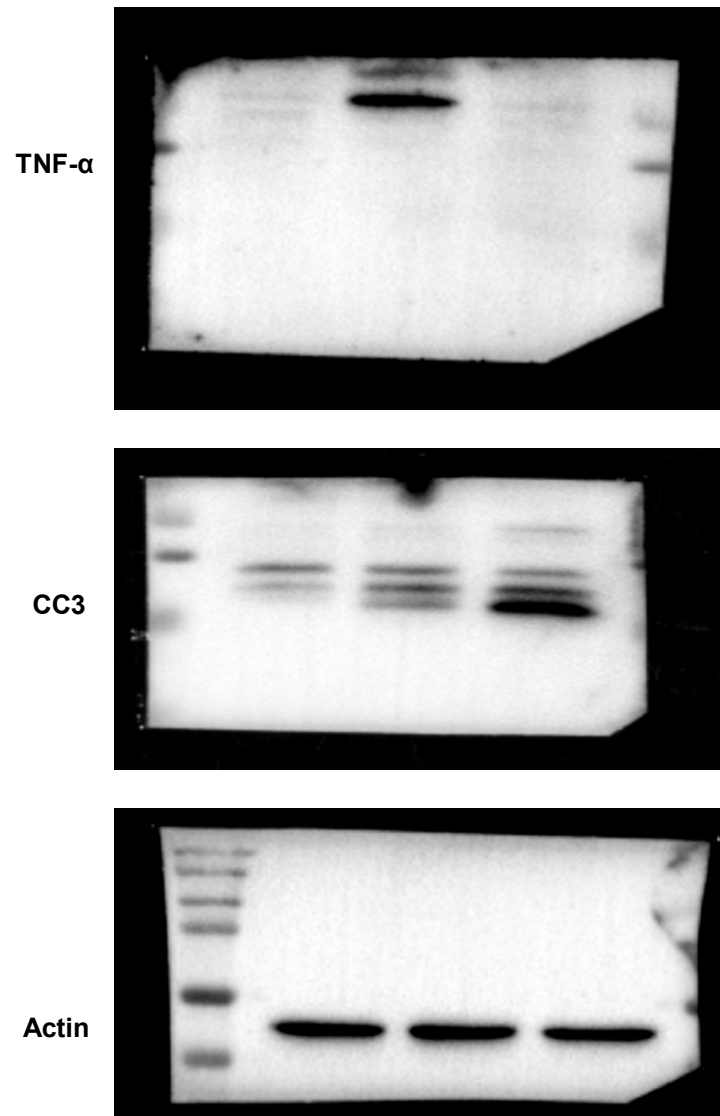

Full and uncropped western blot for Figure 5E

CC3

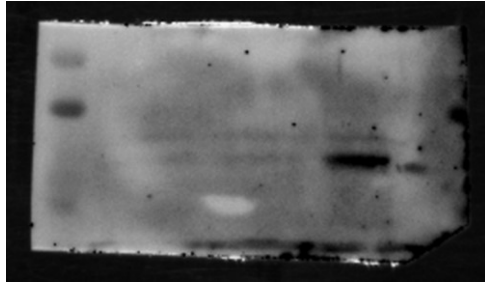

Actin

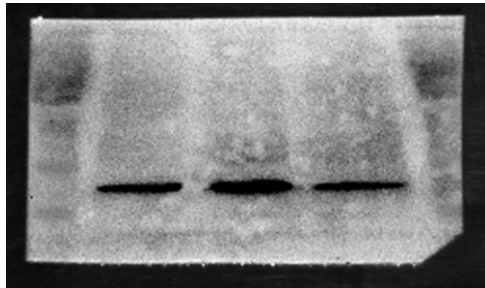

Full and uncropped western blot for Figure 6H

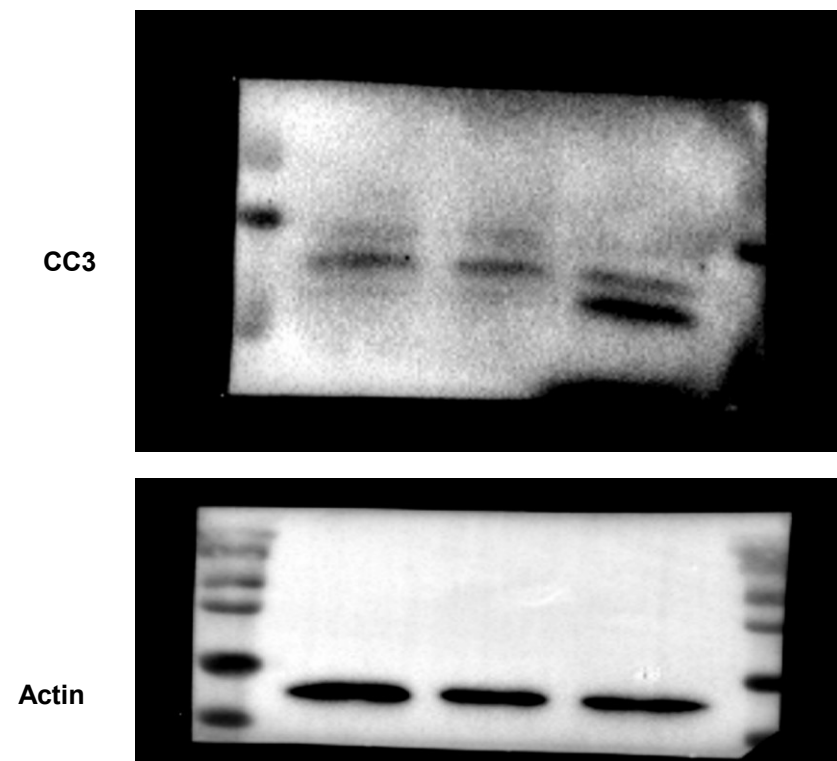

# Full and uncropped western blot for Supplementary Figure 1C

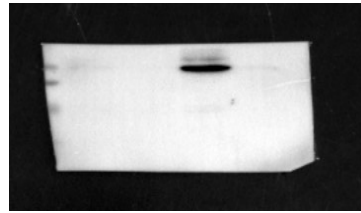

**TNF- $\alpha$**

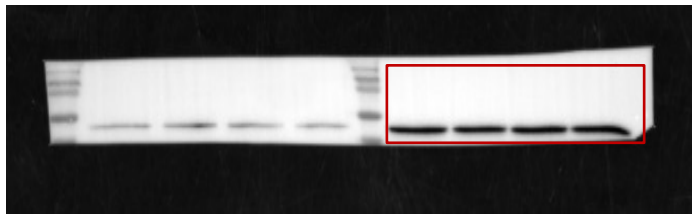

**Actin**

Full and uncropped western blot for Supplementary Figure 2C

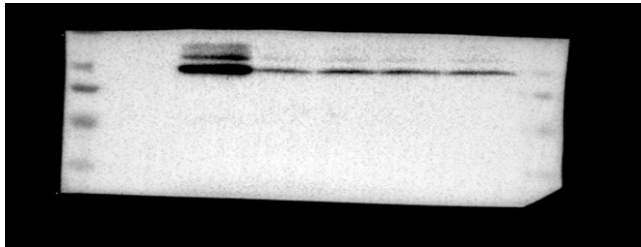

TNF- $\alpha$

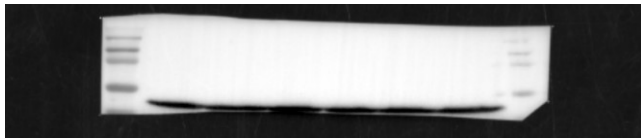

Actin

# Full and uncropped western blot for Supplementary Figure 3A

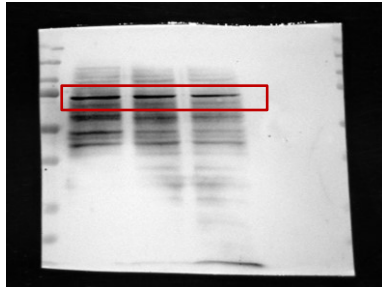

Ac p65

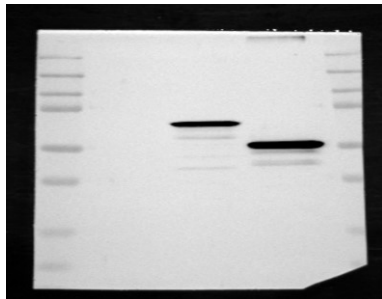

FLAG

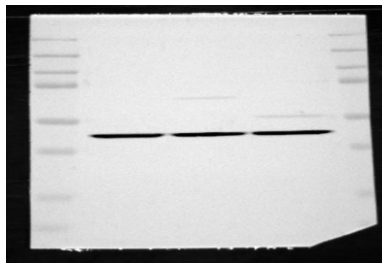

Actin

# Full and uncropped western blot for Supplementary Figure 3B

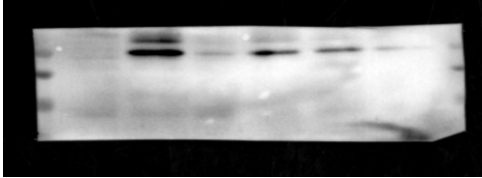

TNF- $\alpha$

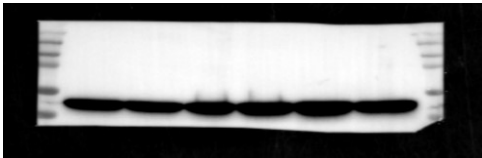

Actin

Full and uncropped western blot for Supplementary Figure 3C

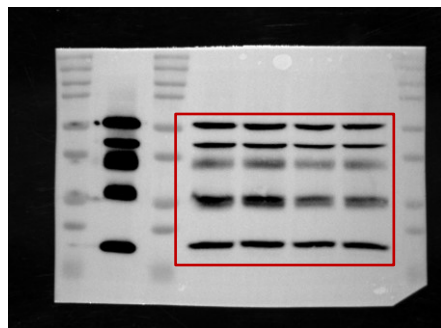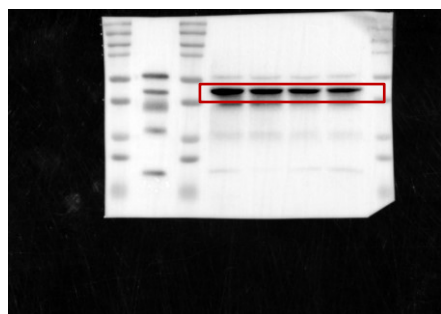

# Full and uncropped western blot for Supplementary Figure 4D

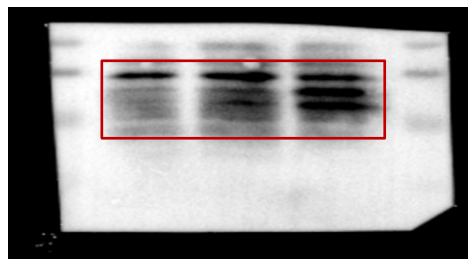

**CC3**

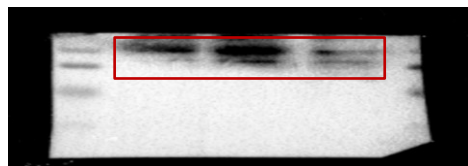

**TNF- $\alpha$**

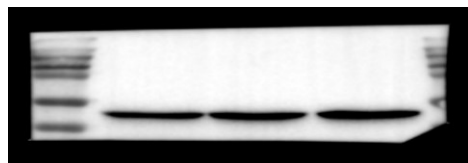

**Actin**

How the deposited data were processed for this re-analysis (not part of the article)

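The data are p65 ChIP-seq peak lists from RAW264.7 cells, 2 libraries of LPS-stimulated cells and 2 of cells given NaBu before LPS. The 2 untreated control libraries have no peak list of their own and enter as the control each treated library was called against. The peak labels give every treated library the control library of the same number. Libraries were grouped by the treatment in their labels.

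The authors aligned reads and called peaks with MACS2 2.2.6, 1 deposited list per library. The paper gives Bowtie2, sambamba, mm39 and a p-value threshold of 0.001, and the submitters' notes give Bowtie 1.1.2 and both mm10 and mm39. The fold enrichment of a peak is the authors' ratio of reads at the summit over the local background of the control library. The −log10 p and −log10 q columns hold the authors' p-value and q-value of the summit. The score column, as deposited, is 10 times the −log10 q-value without its decimals. All deposited q-values lie under 0.01, so the files hold fewer peaks than the stated p-value threshold alone would allow. Read depth is not given in the files; the number of peaks per library is, and it sets the precision of the shares given with 95% Wilson intervals.

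The build was checked against chromosome lengths of GRCm39 and against gene positions of both builds. Peaks within 1000 bp of a TSS, over 19127 genes placed in both builds, made up 3.91% and 5.22% of LPS replicates 1 and 2 on GRCm38 and 2.09% and 1.95% on GRCm39. In LPS+NaBu replicates 1 and 2 the shares were 2.50% and 2.26% on GRCm38 and 2.32% and 2.42% on GRCm39, which does not separate the builds. Of the 48 NF-κB list genes, 7 and 9 had a peak within 5000 bp in LPS+NaBu on GRCm38, against 0 and 1 on GRCm39. Genes came from a RefSeq table of GRCm38.p6, with the strand of the same symbol in GENCODE vM39, and genes with no strand were left out (40480 of 49943 have one). No position was converted between builds. Sequence was at hand for GRCm39 alone, so motif results are reported in stretches where gene positions are identical in both builds. Counted at all peaks on GRCm39 as part of the build check, the NF-κB motif lay at 2.96% and 2.87% of the peaks of LPS replicates 1 and 2 (flanks 2.94% and 2.90%) and at 3.38% and 4.24% of those of LPS+NaBu replicates 1 and 2 (flanks 3.08% and 3.31%; Fisher's exact test, p = 0.0235 for the last).

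Consensus peaks are merged regions covered by peaks of both replicates of a treatment, with an overlap of 1 bp or more. Overlaps were set beside 100 random placements on the same chromosomes (seed 7). A promoter runs from 1000 bp upstream to 100 bp downstream of a TSS, HOMER's definition, since the paper states no window. IDR was computed with an own implementation of the copula mixture model, tested on simulated data. Of 2000 simulated regions, 96.1% to 96.6% of the reproducible ones were recovered, with 4.69% to 8.33% false among those kept. These shares describe the simulated data alone, and recovery in the peak lists themselves was not measured. Gene lists were tested by a logistic model of a consensus peak per gene with a smooth term for locus length, the ChIP-Enrich approach. On simulated lists of 60 genes, 20 runs each, the test called 0 at a true odds ratio of 1, 14 at 2 and 20 at 4. The list of olfactory and vomeronasal receptors was not tested, since 351 of its 1787 genes (19.6%) have a TSS in the table; 3 of these had a consensus peak in LPS and 2 in LPS+NaBu. The symbol Rigi was not matched. Differences between treatments were tested by Fisher's exact test on genes with a consensus peak in one treatment alone, and peak numbers by an exact permutation test.

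The text names every gene the paper names for p65 or RAW264.7 cells, the 10 promoter genes with the highest within-list percentile of fold per pattern, and at most 6 promoter genes per list and treatment. Not all of these are printed, and results for some single genes are not reported. Other list members in the text, and genes with several regions, were chosen as examples after their values were seen. Alternatives covered thresholds, overlap, union and IDR, promoter window, annotation, assignment to genes, list length, motif and leaving out each replicate. The read-based DESeq2 comparison of the paper was not repeated, since read counts were not used here.

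Software was Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, matplotlib 3.10.9, R 4.3.3 and mgcv 1.9.3.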

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

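The paper does not discuss single genes with many p65 regions. The following had more than 3 regions, a fixed limit, in both libraries of a treatment and in neither library of the other. They were chosen by this count, which was not tested or corrected for the number of genes or the size of a locus. In LPS these were Ch25h (cholesterol 25-hydroxylase, 8 regions), the transcriptional regulator gene Cited2 (4) and the mitochondrial ribosome gene Mrpl39 (4). In LPS+NaBu these were the transcription factor gene Myc (6), the pseudokinase gene Trib1 (6), Septin9 (5), the TGF-β signal gene Smad3 (5), and with 4 each Ankrd33b, Chst11, Etv6, Il10, Iqch, Lpar3, Mtss1, Nfatc2, Nfkb1, Ptgis and St3gal1. LPS+NaBu has more regions in all, so more of its genes pass a fixed limit by list length alone. Regions are assigned to the gene with the nearest TSS. Some of these genes also held regions outside this pattern. In any library Cited2 had 13 regions, Mrpl39 16 and Myc 14, while Il10, Iqch and Ptgis had 4 each.

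Of the tests below, those on the control library, on the promoter share and on list length at Il10 were chosen after seeing the result.

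The 312 LPS consensus peaks with no peak in either LPS+NaBu library are a share of sites that the longer LPS+NaBu lists miss. Weak sites near the calling threshold are not the whole cause: of the 285 strongest of the 1140 LPS consensus peaks, 85.3% (95% interval 80.7 to 88.9) were found in an LPS+NaBu library, leaving 42 strong sites missing. Of the 285 weakest, 66.0% were found, so strength accounts for part of the pattern. The control library used for calling was not varied in a test. Each control served 1 library of each treatment, so a difference between the controls would part libraries by number and not by treatment. The 312 regions lay in both LPS libraries and in neither LPS+NaBu library, which argues against the control library alone as their cause. A comparison of these 312 with the 373 regions found only in libraries of the same number could not tell. The 373 regions do not bear on sites that part the treatments. Read depth was not tested and stays open, so a change of p65 binding with NaBu is a hypothesis that these lists leave standing.

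The lower promoter share in LPS+NaBu could come from longer peak lists with weaker peaks, yet with lists of equal length the odds ratio of LPS over LPS+NaBu was 2.47 (Fisher's exact test, p = 0.00111). Promoter signal unrelated to p65 targets stays open. There were 12 protein-coding genes with a peak centred in the promoter in each LPS library and in no LPS+NaBu library. Of these, 6 (Clec4e, Gbp5, Gbp7, Malt1, Rela and Slfn2) are on the inflammatory lists (odds ratio 70.0, Fisher's exact test, p = 7.23e-09). The lists include interferon response genes. Unspecific signal at promoters of LPS-responsive genes could give the same enrichment, so the test cannot decide. By merged consensus regions Fpr1, Il1a and Tarm1 would join the 12, a set that was not tested. These tests treat peaks as independent, while the libraries number 2 per treatment. Read depth stays open here too.

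At Il10, 2 of the 4 regions (−18792 and 6132 bp from the TSS) were still found with lists of equal length, and the rest were not. For the 4 as a set, longer peak lists with weaker peaks cannot be told apart from a gain of sites. A wider stretch of raised coverage is argued against, since 2 such regions lay within 500 kb outside the 50 kb around the gene. Copy number and read depth were not tested.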

How the results depend on the processing

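Of 286 alternatives, 223 left a result the same, 41 moved a value, 9 took a result below its threshold, 6 took one past it and 7 reversed a direction, all of them odds ratios of single gene lists. The order of the treatments in promoter genes, which turned round in 4 settings below, is not part of this count. Without the planned thresholds q under 0.05 and p under 1e-05, which removed no peak and say nothing about stability, 173 of 236 were the same. Of the alternatives, 47 were chosen after seeing the data: lists of equal length for consensus peaks, promoters and gene lists, and q under 1e-05.

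With the union of the replicates the sets held 2787 regions in LPS, 6255 in LPS+NaBu and 1633 shared, with 124, 193 and 65 promoter genes. With IDR under 0.05 they held 446, 902 and 242 regions and 22, 15 and 7 promoter genes, so the order of the treatments turned round for promoter genes. A promoter of 1000 bp to both sides gave 86 genes in LPS, 93 in LPS+NaBu and 43 shared, and one of 5000 bp upstream to 1000 bp downstream gave 167, 288 and 96. The order also turned round with protein-coding genes only (40 promoter genes in LPS, 34 in LPS+NaBu) and with lists of equal length (44 and 18, with 14 shared, among 996 and 980 consensus peaks, with 372 shared), and with q under 1e-05 (41 and 39).

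The replicate overlap was 57.4% in LPS and 56.2% in LPS+NaBu with lists of equal length, and 62.4% and 70.1% with summits within 100 bp. The ratio of peak numbers was 2.12 with the replicate block, against 2.18. Deviations of region presence between replicates, and not presence itself, correlated at 0.0788 between libraries of the same number over 7404 regions. This value does not measure how many sites these libraries share. The labels name no shared batch, and what these libraries are known to share is the number and the control library.

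With 1 replicate left out, consensus peaks ranged from 1744 to 2197 in LPS and from 3185 to 5392 in LPS+NaBu, promoter genes from 84 to 89 and from 79 to 166, and the ratio of peak numbers from 1.62 (without LPS+NaBu replicate 1) to 2.74 (without LPS+NaBu replicate 2).

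With peaks assigned to promoters of 1000 bp to both sides, 6 lists passed the test in LPS+NaBu, against 10, and 0 lists differed between treatments, with an adjusted p of 1 for Toll-like receptor signalling (Fisher's exact test). With lists of equal length 0 lists differed and that exact test gave 0.115. With 1 replicate left out, 0 to 4 lists differed: 0 without LPS replicate 2 or LPS+NaBu replicate 1, and 4 without LPS replicate 1. The adjusted p of the exact test for Toll-like receptor signalling ranged from 0.00145 to 0.0970. Some lists gained a call. Without LPS replicate 1, actin (2.53) and endocytosis (2.99) passed in LPS. Without LPS+NaBu replicate 1, Toll-like receptor signalling (3.05) and endocytosis (2.06) passed in LPS+NaBu, as did endocytosis without the length term (2.32) and the interferon response with promoters (21.3). With promoters, apoptosis lost its call in both treatments, although its odds ratios were higher (7.52 against 5.77 in LPS, 8.39 against 4.57 in LPS+NaBu). NF-κB genes (7.94) and adhesion (6.63) also lost their calls in LPS+NaBu. Small GTPase genes (0 of 114, both treatments) and actin genes (0 of 90, LPS+NaBu) lost theirs with no odds ratio to give, and lists with 0 genes have no value in that setting. Odds ratios crossed 1 for M2 markers in LPS: 15.2 with promoters, 1.01 with equal lists and 1.70 to 2.97 with 1 replicate left out. The value with promoters passed the test on 1 gene but did not pass Fisher's exact test. Odds ratios also crossed 1 for ribosomal proteins in LPS (0.876 without the length term). In LPS+NaBu with equal lists they did so for ribosomal proteins (1.98) and markers of other cell types (1.72).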

Differences from the paper's values

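The paper gives 1402 promoters with p65 recruitment in LPS+NaBu and 282 in LPS. Here 53 and 51 genes had a consensus peak in the promoter, and none of the alternatives set before the data were examined comes within 1.5 times of the paper's values; the highest were 288 and 167, with a promoter from 5000 bp upstream to 1000 bp downstream. With IDR, which the paper's methods name without a threshold, 15 and 22 were left at 0.05. The paper states no promoter window. Its 2 counts add up to the number of sites that Fig. 3H gives as differing between treatments, a comparison of reads, so the paper's values and these measure different things.

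In Fig. 3G the paper shows about 4600 sites in LPS+NaBu only, read by eye, against 1674 here. The union of the replicates (4622) and leaving out LPS+NaBu replicate 2 (4618) come within 1.5 times, and the thresholds, the overlap of 50%, IDR and leaving out LPS+NaBu replicate 1 do not. For shared sites the paper shows about 2100 in Fig. 3G, read by eye, against 643 here; the union (1633) falls within 1.5 times, and no other alternative does. For sites in LPS only it shows about 1700 in Fig. 3G, read by eye, against 496 here; the union (1152) and leaving out LPS replicate 2 (1358) fall within 1.5 times, and the other alternatives do not.

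The paper describes proinflammatory pathways as absent from the NaBu sites. It tested Gene Ontology terms, for which other gene lists stand in here, so the values below are not a repeat of its test. Here the cytokine and chemokine list passed its test in LPS+NaBu with an odds ratio of 25.6, NF-κB genes with 6.46, M1 markers with 13.3 and macrophage chemotaxis with 5.08. With peaks assigned to promoters the NF-κB list did not pass in LPS+NaBu (7.94). With lists of equal length, chosen after seeing the values, the cytokine list passed with a lower odds ratio in LPS+NaBu (11.3, against 37.4 in LPS). Of the lists that stand in for the paper's other pathways in LPS+NaBu, negative regulation of inflammation (6.24) and actin organization (2.71) also passed. Endocytosis (2.00) did not. Negative regulators passed in LPS too, with a higher odds ratio (9.24), and with lists of equal length the actin list did not pass in LPS+NaBu (1.70, against 1.57 in LPS). The paper describes recruitment to far more promoters with NaBu, and here promoter genes numbered 53 against 51 while peaks were 2.18 times as many. LPS had more promoter genes than LPS+NaBu with IDR (22 against 15), with protein-coding genes only (40 against 34) and in 2 settings chosen after seeing the values, lists of equal length (44 against 18) and q under 1e-05 (41 against 39). LPS+NaBu had more with the union of the replicates (193 against 124) and an overlap of 50% (52 against 50). It also had more with a promoter of 1000 bp to both sides (93 against 86) or of 5000 bp upstream to 1000 bp downstream (288 against 167). Fewer LPS+NaBu libraries than LPS libraries held a peak at the Tnf promoter (1 against 2) and the Il6 promoter (0 against 1), the direction of the paper's ChIP-PCR, while Il1b had a promoter peak in all 4.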

Other observations

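Several genes outside the paper's account carried p65 in all 4 libraries. Ptges, which encodes a prostaglandin E synthase, was the nearest gene to 5 such regions, and the growth factor gene Gdnf and the nucleoside transporter gene Slc28a3 to 4 each. Nfkb1, which encodes the p50 partner of p65, had 4 in all libraries. Klf6, a transcription factor gene, had 21 regions in any library, 3 of them in both LPS libraries alone, 3 in both LPS+NaBu libraries alone and 3 in all 4. These genes were chosen after their values were seen.

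Most p65 sites lay far from promoters. The median distance from a consensus peak to the nearest TSS was 34112 bp in LPS and 28953 bp in LPS+NaBu, and 39.1% and 33.1% lay more than 50 kb away.

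The NF-κB motif GGGRNNYYCC within 100 bp of the summit was counted only in stretches of chromosomes 4, 6, 9, 18 and Y where gene positions are identical in both builds. In LPS+NaBu it lay at 16 of 104 peaks of replicate 1 (15.4%, flanks 3.85%, adjusted p = 0.00114, Fisher's exact test) and 15 of 55 of replicate 2 (27.3%, flanks 4.55%, adjusted p = 0.000142). Of the LPS+NaBu consensus peaks, 8 of 32 held it (flanks 3.13%, adjusted p = 0.00327, Fisher's exact test). In LPS it lay at 3 of 36 peaks and 3 of 31 (both adjusted p = 0.434, Fisher's exact test) and at 0 of 12 consensus peaks. It was not told from the flanks at these few LPS peaks. The AP-1 motif below was, also at the consensus peaks (5 of 12, adjusted p = 0.0386, Fisher's exact test). The AP-1 motif TGASTCA, chosen after seeing the data, lay at 22.2% and 45.2% of LPS peaks and at 43.3% and 45.5% of LPS+NaBu peaks in replicates 1 and 2, above its flanks in each library (adjusted p = 0.00327, 2.46e-05, 1.78e-16 and 4.40e-07, Fisher's exact test over 12 tests). Differences in motif share between treatments were not tested.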
